# Blockade of histamine receptor H1 augments immune checkpoint therapy by enhancing MHC-I expression in pancreatic cancer cells

**DOI:** 10.1186/s13046-024-03060-5

**Published:** 2024-05-08

**Authors:** PingShan Zhong, Kohei Nakata, Koki Oyama, Nobuhiro Higashijima, Akiko Sagara, Satomi Date, HaiZhen Luo, Masataka Hayashi, Akihiro Kubo, ChenYi Wu, Shan He, Takeo Yamamoto, Kazuhiro Koikawa, Chika Iwamoto, Toshiya Abe, Naoki Ikenaga, Kenoki Ohuchida, Takashi Morisaki, Yoshinao Oda, Keiji Kuba, Masafumi Nakamura

**Keywords:** Pancreatic cancer cell, Histamine receptor H1, Major histocompatibility complex class I

## Abstract

**Background:**

Although immune checkpoint blockade (ICB) therapy has proven to be extremely effective at managing certain cancers, its efficacy in treating pancreatic ductal adenocarcinoma (PDAC) has been limited. Therefore, enhancing the effect of ICB could improve the prognosis of PDAC. In this study, we focused on the histamine receptor H1 (HRH1) and investigated its impact on ICB therapy for PDAC.

**Methods:**

We assessed HRH1 expression in pancreatic cancer cell (PCC) specimens from PDAC patients through public data analysis and immunohistochemical (IHC) staining. The impact of HRH1 in PCCs was evaluated using HRH1 antagonists and small hairpin RNA (shRNA). Techniques including Western blot, flow cytometry, quantitative reverse transcription polymerase chain reaction (RT-PCR), and microarray analyses were performed to identify the relationships between HRH1 and major histocompatibility complex class I (MHC-I) expression in cancer cells. We combined HRH1 antagonism or knockdown with anti-programmed death receptor 1 (αPD-1) therapy in orthotopic models, employing IHC, immunofluorescence, and hematoxylin and eosin staining for assessment.

**Results:**

HRH1 expression in cancer cells was negatively correlated with HLA-ABC expression, CD8^+^ T cells, and cytotoxic CD8^+^ T cells. Our findings indicate that HRH1 blockade upregulates MHC-I expression in PCCs via cholesterol biosynthesis signaling. In the orthotopic model, the combined inhibition of HRH1 and αPD-1 blockade enhanced cytotoxic CD8^+^ T cell penetration and efficacy, overcoming resistance to ICB therapy.

**Conclusions:**

HRH1 plays an immunosuppressive role in cancer cells. Consequently, HRH1 intervention may be a promising method to amplify the responsiveness of PDAC to immunotherapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-024-03060-5.

## Background

Pancreatic ductal adenocarcinoma (PDAC) ranks as the third leading cause of cancer-related deaths, with significantly worse survival rates than other solid malignancies [1, 2] due to late-stage diagnosis and multidrug resistance [3]. Recent advancements in immune checkpoint blockade (ICB) have markedly improved the treatment of cancers with poor prognoses, such as lung cancer and melanoma. PDAC is generally regarded as an “immunologically cold” tumor due to the immunosuppressive tumor microenvironment (TME), which can limit the therapeutic effect of ICB [4]. However, patients with microsatellite instability (MSI)-high PDAC respond exceptionally well to ICB [5], and increased tumor-infiltrating CD8^+^ T cells correlate with improved PDAC survival [6]. This suggests that ICB could be effective under specific conditions.

CD8^+^ T cells recognize tumor antigens presented on major histocompatibility complex (MHC) class I, mediating ICB responses [7]. There is growing interest in understanding the role of MHC-I in cancer cells, particularly due to its loss or decrease in expression in various cancer types, including PDAC [8–10]. This reduction in MHC-I may contribute to cancer cells evading immune surveillance. Increased surface MHC-I expression has demonstrated improved immunotherapy outcomes in melanoma mouse models [11]. Therefore, enhancing MHC-I expression in cancer cells may be a promising treatment method for enhancing immune identification and targeting PDAC [9, 12, 13].

Histamine is a physiological molecule that classically mediates inflammatory responses by binding to histamine receptors such as histamine receptors H1, 2, 3, and 4 [14]. Recently, interest in the relationship between antihistamines and immune cells has increased, and the clinical use of antihistamines has been reported to be associated with improved survival in patients undergoing immunotherapy [15, 16]. Histamine binding of histamine receptor H1 (HRH1) to macrophages induces an immunosuppressive phenotype. Treatment with H1-antihistamine enhances the immunotherapy response, inhibiting cancer development and improving survival in mouse breast cancer and melanoma models [17]. These findings have sparked increased interest in HRH1 antagonists as potential candidates for combination immunotherapies against tumors. However, the understanding of the relationship between HRH1 and the immune system in PDAC is currently limited.

Here, we hypothesized that HRH1 is related to tumor immunity in PDAC, and combining its antagonist with ICB may enhance the effectiveness of pancreatic cancer treatment. Additionally, we aimed to identify a novel immune activation mechanism for HRH1 inhibition in PDAC.

## Methods

### Public data and analysis

The Cancer Genome Atlas (TCGA) and other publicly available datasets, such as the Gene Expression Omnibus (GEO) and Genotype-Tissue Expression (GTEx), were used to obtain HRH1 mRNA levels in PDAC, normal pancreatic tissues, and adjacent non-tumor tissues. The mRNA expression levels of HRH1 were obtained using the R2 Genomics Analysis and Visualization Platform (R2) (http://r2.amc.nl). The total survival rate associated with HRH1 expression was determined via R2. Assessment of HRH1 mRNA levels and analysis of T cell exhaustion scores were conducted using GEPIA 2.0. Additionally, single-cell RNA sequencing data (Genome Sequence Archive [GSA]: CRA001160) was used to investigate the correlation between HRH1 expression and immune cells.

### Tissue samples from patients with PDAC, immunohistochemical (IHC) staining, and assessment

Human PDAC tissue samples utilized in this research were acquired from a cohort of 3 patients who underwent surgical resections for pancreatic cancer at Kyushu University Hospital in Fukuoka, Japan. The tissues were sectioned into 4 μm sections and subsequently incubated overnight at 4°C with the following antibodies: rabbit anti-HRH1 antibody (1:100, #13413–1-AP; Proteintech, Chicago, USA), mouse anti-CD8 antibody (#413201; Nichirei Biosciences, Tokyo, Japan), mouse anti-HLA-ABC antibody (1:500, #ab70328; Abcam, Cambridge, UK), and mouse anti-Granzyme B antibody (1:100, #SC-8022; Santa Cruz Biotechnology, California, USA). Immunohistochemical staining was performed using specific antibodies for HRH1, CD8, HLA-ABC, and Granzyme B and stained accordingly with EnVision System-HRP-l Labeled Polymer Anti-Rabbit antibody (#K4003; Dako, California, USA) or EnVision System-HRP-l Labeled Polymer Anti-Mouse antibody (#K4001; Dako, California, USA). The procedures were conducted using consecutive slices. The BZ-X Analyzer (Keyence 700 or 800) was used for image processing and quantification.

Staining intensity was assessed at 200 × magnification to compare the presence of HRH1-positive cancer cells with that of normal ducts in the corresponding sections. Staining intensity was categorized into four distinct groups: 0 (absent), 1 (low), 2 (moderate), and 3 (high). HRH1 or HLA-ABC intensity ≥ 2 was considered a high expression, while < 2 was assigned a low expression. In addition, we evaluated the quantity of CD8-positive or Granzyme B-positive cells in a minimum of three distinct tumor locations per slice using a magnification of 200 × . CD8 expression was assessed using a grading system and categorized as either high or low. CD8 expression was considered high if the count of positive cells per high-magnification field (200 ×) exceeded 100. Granzyme B levels were assessed based on their expression levels in pancreatic cancer tissues. If Granzyme B exhibited low expression or was undetected, it was labeled as negative; otherwise, it was considered positive.

### Cells and reagents

Human cancer-associated fibroblasts (CAF1, CAF2, and CAF3) were derived from human pancreatic cancer tissues. Mouse cancer-associated fibroblast CAF (mouse CAF1) and seven cancer cell lines (KPC-1 to KPC-7) were generated from the primary pancreatic tumors of KPC mice. An outgrowth technique [18, 19] was used for this purpose. The human cancer cell lines AsPC-1, BxPC-3, SW 1990, U2OS, MCF-7 (American type culture collection, Manassas, Virginia, USA), SUIT-2, MIA PaCa-2, KP-2 (Japan Health Science Research Resources Bank, Osaka, Japan), and PANC-1 (Riken BioResource Center, Ibaraki, Japan) were procured and cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS) at 37°C with 10% CO_2_, as previously described [20]. THP-1 (Japan Health Science Research Resources Bank, Osaka, Japan) was purchased and cultured in Roswell Park Memorial Institute (RPMI) 1640 medium supplemented with 10% FBS at 37 °C with 5% CO_2_. Before performing any animal experiments, all cell lines were thoroughly checked for mycoplasma contamination and found to be negative. The reagents used in this study were azelastine hydrochloride (Az) (#79307–93-0; Tokyo Chemical Industry, Tokyo, Japan), promethazine hydrochloride (Pt) (#58–33-3; Tokyo Chemical Industry, Tokyo, Japan), desloratadine (Da) (#100643–71-8; Tokyo Chemical Industry, Tokyo, Japan), simvastatin (sim) (#S6196; Sigma-Aldrich), and phorbol 12-myristate 13-acetate (PMA) (#16561–29-8; Abcam, Cambridge, UK). These reagents were dissolved in sterile water (H_2_O) or dimethyl sulfoxide (DMSO) to a concentration of 10 mM. We also used histamine dihydrochloride (#H7250; Sigma-Aldrich, Burlington, Massachusetts, USA), recombinant human IL-4 (#204-IL; Bio-Techne, Minneapolis, Minnesota, USA), recombinant mouse IL-4 (#214–14; Pepro Tech, Cranbury, NJ, USA), recombinant mouse granulocyte–macrophage colony-stimulating factor (GM-CSF) (#077–04674; Wako, Osaka, Japan), recombinant human IFN-γ (#11725-HNAS; Sino Biological, Beijing, China), and recombinant mouse IFN-γ (#575304; BioLegend, San Diego, California, USA).

### M2-like phenotype macrophages (M2 macrophages) generation

The M2 macrophages were generated following previously established protocols [17, 21]. For mouse M2 macrophages, bone marrow cells were cultured for 7 days in RPMI medium with 40 ng/mL of recombinant mouse GM-CSF. After removing the GM-CSF, recombinant mouse IL-4 (20 ng/mL) was added and incubated for 48 h. Human M2 macrophages were cultivated from the THP-1 cell line. The cells were initially cultured in RPMI medium supplemented with 150 nM PMA for 24 h. After removing PMA, the medium was supplemented with human recombinant IL-4 (20 ng/mL) for an additional 48 h. Subsequently, the M2 macrophages were collected.

### Quantitative reverse transcription polymerase chain reaction (RT-PCR)

Total RNA was extracted from cancer cells using a High Pure RNA Isolation Kit (#11828665001; Roche, Basel, Switzerland) according to the manufacturer's instructions. The experimental procedure included the use of SYBR Green RT-PCR kits (#170–8892; Bio-Rad Laboratories, Hercules, CA) and the CFX96 Real-Time PCR System (Bio-Rad Laboratories) to conduct RT-PCR. Human and mouse primers were procured from Takara (Shiga, Japan) and Sigma-Aldrich, respectively. The specific primer sequences are listed in Supplementary Table S1. GAPDH was used as a reference gene to normalize mRNA expression.

### Western blotting

Following the manufacturer's instructions, the PRO-PREP Protein Extraction Solution (#17081; iNtRON Biotechnology, Seongnam, Korea) was used to obtain the proteins responsible for whole-cell lysis. Per the manufacturer's instructions, cytosolic and membrane proteins were extracted using the Mem-PER™ Plus Membrane Protein Extraction Kit (#89842; ThermoFisher Scientific, Waltham, Massachusetts, USA). In the context of sodium dodecyl sulfate–polyacrylamide gel electrophoresis, a total of 20 μg of protein were subjected to gel electrophoresis using precast gels with compositions of 4%–15% and 7.5% (Mini-PROTEAN TGX Precast Gels, #456–1084 and #456–1026, Bio-Rad Laboratories, Hercules, California, USA). The separated proteins were subsequently transferred to Trans-Blot Turbo Mini PVDF Transfer Packs (#170–4156; Bio-Rad Laboratories) using a Trans-Blot Turbo Transfer Starter System (Bio-Rad Laboratories). The membrane was incubated at 4 °C overnight with specific rabbit anti-HRH1 antibody (1:500, #13413–1-AP; Proteintech), rabbit anti-HRH1 antibody (1:500, #AHR-001; Alomone Labs, Jerusalem, Israel), mouse anti-HLA-ABC (1:1000, #ab70328; Abcam), rabbit anti-HLA-ABC (1:1000, #PA5-98355; ThermoFisher Scientific), rabbit anti-B2M (1:1000, #12851; Cell Signaling Technology, Danvers, Massachusetts, USA), rabbit anti-CANX (1:1000, #2679; Cell Signaling Technology), rabbit anti-CALR (1:1000, #12238; Cell Signaling Technology), rabbit anti-TAP1 (1:1000, #49671; Cell Signaling Technology), rabbit anti-TAP2 (1:1000, #25657; Cell Signaling Technology), rabbit anti-Methylsterol Monooxygenase 1 (1:1000, #abx027706; Abbexa, Cambridge, UK), rabbit anti-DHCR7 (1:1000, #GTX130695; Funakoshi, Tokyo, Japan), mouse anti-aSMA (1:1000, #M0851; Dako), mouse anti-IL-6 (1:1000, #ab9324; Abcam), mouse anti-β-actin (1:1000, #ab8227; Abcam), rabbit anti-β-actin (1:1000, #4970S; Cell Signaling Technology) antibodies and then probed with horseradish peroxidase-conjugated secondary antibodies (Cell Signaling Technology). The immunoblot detection procedure was conducted utilizing chemiluminescence using a ChemiDoc XRS System manufactured by Bio-Rad Laboratories (Hercules, California, USA), and *β*-actin was used as a loading control.

### Small interfering RNA silencing of MSMO1 and DHCR7

MIA PaCa-2 cells were transfected with small interfering RNA (Qiagen, Hilden, Germany) by electroporation using the Nucleofector System (Lonza, Basel, Switzerland) according to the manufacturer's instructions. In this investigation, siMSMO1 (#SI04297601), siDHCR7 (#SI00363300), and a negative control (siNC) (#1027310) were used. In subsequent experiments, the cells were used 72 h after transfection. Knockdown effectiveness was confirmed by RT-PCR and western blotting, with assessments performed 72 h after transfection.

### Small hairpin RNA transfection

One human HRH1 small hairpin (shRNA) vector (#TRCN0000011675; Sigma-Aldrich) was introduced into KP-2 cells, while three mouse HRH1 small hairpin vectors (#TRCN0000028707, #TCRN0000028668, and #TCRN0000028677; Sigma-Aldrich) were introduced into KPC cell lines (KPC-1 and KPC-2), following the manufacturer’s instructions. shRNA-transfected clones were selected using puromycin (#631305; Takara). HRH1 knockdown using shRNA was confirmed using RT-PCR and western blotting. Non-targeting shRNA (shNC) (#SHC016V-1EA, Sigma-Aldrich) was used as a control.

### BODIPY accumulation assay

CAFs (1 × 10^5^) were cultured in a 35-mm glass-bottom dish and incubated for 48 h. Alternatively, CAFs were treated with 10 μM Az and then stained with 1 mg/mL 4,4-difluoro-1,3,5,7,8-pentamethyl-4-bora-3a,4a-diaza-s-indacene (BODIPY 493/503, #D-3922; Life Technologies, Carlsbad, California, USA) and 1 mg/mL 4,6-diamidino-2-phenylindole (DAPI; Dojindo, Kumamoto, Japan) at room temperature for 1 h. The number of BODIPY-positive puncta per cell was quantified for at least 20 cells.

### Migration and invasion assays

For the migration assay, CAFs were seeded in Transwell inserts with 8-μm pores (#353097; Corning, New York, USA) at a density of 1 × 10^5^ cells per well. In the invasion assay, the cells were placed in Transwell inserts with 8 μm pores (#353097; Corning) that had been coated with 20 μg of Matrigel (#354234; BD Biosciences, Bedford, Massachusetts, USA). Following the 24-h incubation period, the samples were treated with either Az or H_2_O. Following incubation for 24 h for the migration assay or 48 h for the invasion assay, CAFs that moved to the bottom surface of either the Matrigel-coated or uncoated membrane were fixed using 70% ethanol and then stained with hematoxylin and eosin (H&E). CAFs were enumerated in five randomly selected areas at 200 × magnification.

### Cancer cells with CAFs: indirect co-culture

Human CAFs were subjected to pretreatment with Az (40 μM), whereas mouse CAFs were subjected to pretreatment with Az (20 μM), both in a 10 cm dish (#150466; thermofisher). The control group was treated with H_2_O. After 48 h, the collected CAFs (1 × 10^5^) were sown in Transwell inserts with 0.4 μm pores (#35309; Corning). Simultaneously, the cancer cells (1 × 10^5^) were seeded into 24 wells (#353504; Corning). Following a 24-h incubation period, cancer cells were subjected to indirect co-culturing with CAFs in the presence or absence of IFN-γ at concentrations of 10 or 20 ng/mL for 48 h. Subsequently, human cancer cells were harvested to assess the expression of HLA-ABC and B2M, whereas mouse cancer cells were analyzed for MHC-I expression using flow cytometry.

### Flow cytometry (FCM) analysis

For in vitro analysis, cells were removed from the culture in a 10 cm plate using a pipette. The harvested cells were incubated with FITC anti-HLA-ABC (1:100 or 1:500, #311404; BioLegend, San Diego, California, USA) or FITC anti-B2M (1:100 or 1:1000, # 316304; BioLegend) for human cancer cells (MIA PaCa-2 and KP-2), and FITC anti-H2 (1:50 or 1:100, #125508; BioLegend) for mouse cancer cells (KPC-1, KPC-2, and KPC-3). FITC IgG (#400506; BioLegend) or FITC IgG (#400108; BioLegend) was used as the control. The cells were then stained for 30 min at 4 °C. Following the removal of antibodies using phosphate-buffered saline, the cells were stained with propidium iodide (PI) (1:1000, #421301; BioLegend). Subsequently, the stained cells were analyzed using FACSVerse (BD Biosciences). The gating mechanisms used for the FCM analyses are shown in Supplementary Figure S3E. The acquired data were analyzed using FlowJo 10.5.3.

### Microarray

Total RNA was isolated from cultured cells using a High Pure RNA Isolation Kit (11,828,665,001; Roche, Basel, Switzerland) in conjunction with DNase I (Roche). RNA quality was assessed by microarray analysis using an Agilent 2200 TapeStation (Agilent Technologies, California, USA). The RNA samples were labeled and hybridized to an Agilent SurePrint G3 Human Gene Expression Microarray 8 × 60 K Ver.3.0, manufactured by Agilent Technologies. The data were analyzed using feature extraction software developed by Agilent Technologies. After identifying overlapping genes (Supplementary Table S2), Metascape was used for pathway enrichment and gene research.

### *In vivo* experiments

Female BALB/c-nu/nu and C57BL/6N mice were procured from Clea (Tokyo, Japan) and allowed a week to acclimatize. In subcutaneous implantation, a mixture of SUIT-2 cells (5 × 10^5^) and human CAF1 (5 × 10^5^) in 50 μL of DMEM was administered to the left legs of female BALB/c-nu/nu mice. We determined the proper dose of Az after preliminary experiment. One-week post-implantation, the mice (five or six per group) received intraperitoneal injections (i.p.) of either 16 mg/kg Az or H_2_O (control) three times a week for 4 weeks, with tumor volume measured weekly. For orthotopic implantation [22], a similar mixture was orthotopically injected into the tail of the pancreas in female BALB/c-nu/nu mice. One-week post-implantation, the mice (four or five per group) received either 20 mg/kg Az or H_2_O (control) via i.p. administration three times a week for 4 weeks. We also performed orthotopic co-transplantation using mouse cancer cell lines (KPC-1, luciferase-expressing KPC-2, or luciferase-expressing KPC-3) (5 × 10^5^) and mouse CAF1 (5 × 10^5^) in female C57BL/6N mice. For Az alone treatment, one-week post-implantation, mice were randomly divided into two groups (5 mice per group): one group received 20 mg/kg Az (i.p., three times a week for four weeks). For Az and the combined αPD-1 (#BE0146; BioXcell) treatment, one week post-implantation, mice were randomly divided into two groups (5 mice per group): one group received 20 mg/kg Az alone (i.p., three times a week for four weeks), and the other group received 20 mg/kg Az (i.p., three times per week for four weeks) combined with 200 μg αPD-1 (i.p., twice per week for four weeks). Alternatively, another set of mice was divided into four or six groups (4 or 5 mice per group): one group received 10 mg/kg Az alone (i.p., three times a week for four weeks), while the other groups received 10 mg/kg Az (i.p., three times per week) combined with either 100 μg or 50 μg αPD-1 (i.p., twice per week) for four or two weeks. H_2_O or IgG (#BE0090; BioXcell) was used as the control group. In the survival experiments, tumor-bearing mice were randomized into four groups of five humanely terminated mice per group based on a weight loss of 20% or manifestations of cachexia. Additionally, shNC (KPC-1, luciferase-expressing KPC-2), shHRH1 (KPC-1 (sh1, sh2), luciferase-expressing KPC-2 (sh1)), and mouse CAF1 were co-transplanted into female C57BL/6N mice, and the same number of cells were transplanted into the pancreas as described above. One week after implantation, mice were randomly divided into four groups (4 or 5 mice per group) and treated with 50 μg αPD-1, i.p., twice weekly for 2 weeks, with IgG as the control treatment group.

The IVIS spectrum imaging system (Revvity) was used to conduct measurements after intraperitoneal administration of 3 mg D-Luciferin K + Salt (#LK10000; Oz Biosciences) to mice under anesthesia. Emissions were quantified using LivingImage software version 4.3.1 (Summit Pharmaceuticals International Corporation, Tokyo, Japan). Following transplantation, the mice were euthanized, and all tumors were surgically removed and assessed. Tumor volume was calculated using the formula (3.14/6) × L × W × W, where L and W represent the largest and smallest diameters of the tumor, respectively. Peritoneal dissemination was evaluated by determining the presence or absence of intraperitoneal nodules (> 1 mm) and ascites. The assessment of liver and lung metastases included determining the presence or absence of tumors on the surface of the liver and lungs, which may be clearly distinguished from disseminated metastases.

### IHC and immunofluorescence (IF) for mouse tumor tissue

Tumor tissues were subjected to in vivo analysis by H&E staining and immunostaining. For IHC, these antibodies included mouse anti-αSMA (1:100, #M0851; Dako), rabbit anti-proliferating cell nuclear antigen (PCNA; 1:500, #ab2426; Abcam), rabbit anti-HRH1 (1:100, #13413–1-AP; Proteintech), rabbit anti-HLA-ABC (1:100, #PA5-98355; ThermoFisher Scientific), anti-rabbit CD8 (1:100, #98941; Cell Signaling Technology), and mouse anti-Granzyme B antibody (1:100, #SC-8022; Santa Cruz Biotechnology). The Picrosirius Red Staining Kit (ScyTek Laboratories, Inc.) was used to perform Sirius red staining following the manufacturer’s instructions. Positively stained areas and cells were quantified using a BZ-X Analyzer (Keyence 700). The area of αSMA and Sirius red-positive staining was quantified in five fields of view at a magnification of 100. The PCNA index was determined by calculating the percentage of PCNA-positive tumor cells relative to the total number of tumor cells. This calculation was performed for five fields of view at 100 × magnification. CD8^+^ cells were quantified by counting the number of cells in a minimum of three fields at a magnification of 100 or 200. Granzyme B expression was quantified by evaluating the number of positive cells in at least three fields viewed at 200 × magnification. Immunofluorescent labeling of the tumor tissue was performed using an anti-rabbit CD8 antibody (1:100, #98941; Cell Signaling Technology) and a mouse anti-Granzyme B antibody (1:100, #SC-8022; Santa Cruz). The secondary antibodies used in this study were EnVision System-HRP Labeled Polymer Anti-Rabbit (#K4003; Dako) or EnVision System-HRP Labeled Polymer Anti-Mouse (#K4001; Dako) for IHC and Alexa Fluor 488 conjugated anti-rabbit (A11034; Thermo Fisher) or 546 conjugated anti-mouse (A11030; Thermo Fisher) for IF. Nuclei were stained with either hematoxylin or DAPI. The percentage of Granzyme B/CD8 was determined by calculating the ratio of CD8^+^ cells expressing Granzyme B to the total number of CD8 cells multiplied by 100. This calculation was performed for at least three fields of view at a magnification of 200. The percentage of MHC-I cells was determined by calculating the ratio of MHC-I-positive cells to the total number of cells multiplied by 100, as previously described [23]. This calculation was performed for three fields of view at a magnification of 200 × .

### Statistical analysis

Statistical analyses were performed using Prism GraphPad 9.0 (San Diego, California, USA). Unless stated otherwise, data are presented as the median or mean ± standard deviation (SD). Unpaired two-tailed t-tests or Mann–Whitney test was used to analyze the data from the two independent groups. Kaplan–Meier analysis was used to assess survival outcomes, and the curves were compared using the log-rank test. Fisher's exact test and Pearson correlation coefficients were used for correlation analysis.

## Results

### HRH1 is expressed in PDAC and correlates with low HLA-ABC expression, CD8 T cell infiltration, and poor survival in human PDAC

HRH1 transcript levels were higher in cancer tissues than in normal or adjacent non-tumor tissues (Fig. 1A and Fig. S1A). Expression was confirmed at the protein level, and HRH1 expression in tumor cells was higher than that in paired normal ductal cells (Fig. 1B). Patients with high HRH1 transcript levels had poorer survival than those with low levels in the TCGA cohort (Fig. 1C). Further examination of the influence of cancer heterogeneity, such as "basal-like" type and "classical" type PDAC [24], showed high levels of HRH1 mRNA expression in both types. No difference in expression was found between the basal-like and classical types in the TCGA and GTEx analyses (Fig. S1B). We examined the relationship between HRH1 expression and immune system function. We found that single-cell RNA sequence data [25] derived from patients with PDAC showed the expression level of HRH1 in cancer cells is negatively correlated with the expression level of CD3D^+^, CD8A^+^ T cells (Fig. 1D). However, there was no relationship between HRH1 expression and other immune cell markers such as CD4^+^ T cells, Tregs, B cells, and Natural killer (NK) cells (Fig. S1C). In addition, we found that there was a positive correlation between HRH1 expression levels and T cell exhaustion scores [26] and that some exhaustion markers, such as HAVCR2 and CD39, were also positively related to HRH1 expression [27, 28] (Fig. 1E and Fig. S1D). Based on these data, immunohistochemical (IHC) was performed on our surgical specimen with HLA-ABC, CD8, and Granzyme B antibodies (Fig. 1F), and it was found that HRH1 expression was negatively correlated with HLA-ABC expression, CD8^+^ T cells, and cytotoxic CD8^+^ T cells (expressing Granzyme B) (Fig. 1G and Fig. S1E). Considering the results of TCGA dataset and IHC analysis in our sample, high HRH1 expression may be a poor prognostic factor and related with the immune responses in human PDAC.

**Fig. 1:**
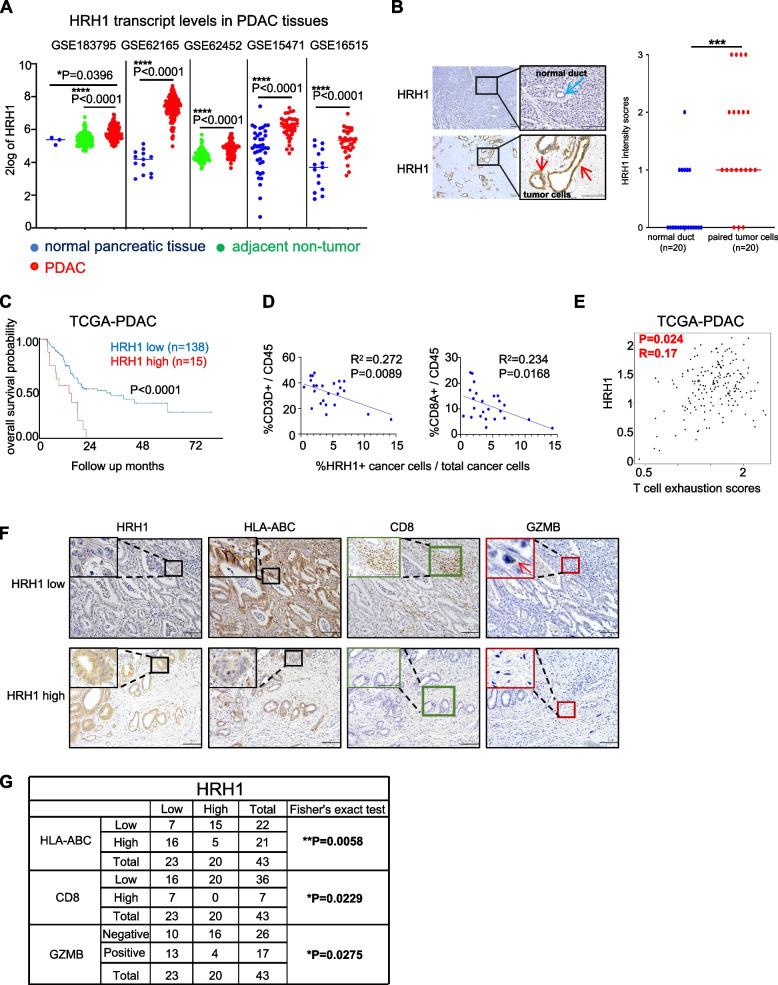
HRH1 expression in PDAC correlates with low HLA-ABC expression, CD8 T cell infiltration, and poor survival in human PDAC. **A** HRH1 mRNA expression in normal pancreatic tissue, adjacent non-tumor tissue, and PDAC tissue in public data. **B** Representative images of immunohistochemical (IHC) for HRH1 in normal pancreas and PDAC. The blue arrow indicates a normal duct. The red arrow indicates PDAC cells. Quantification of HRH1 expression intensity in normal ducts and paired tumor cells, *n* = 20. **C** Kaplan–Meier analysis of overall survival according to HRH1 expression by R2: Genomics Analysis and Visualization Platform. **D** The correlation plot of the mRNA relationships between HRH1 and CD3D^+^/CD45^+^ and CD8A^+^/CD45^+^, respectively (public data: CRA001160). **E** The correlation plot of the mRNA relationships between HRH1 and T cell exhaustion scores using GEPIA 2.0. **F** Representative images of IHC for HRH1, HLA-ABC, CD8, and GZMB in human PDAC tissues. The red arrow indicates GZMB. **G** The relationship between HRH1 protein levels and CD8, HLA-ABC, or GZMB protein levels in human PDAC tissues, *n* = 43. Scale bar = 100 µm (**B**, **F**). Median (**A**, **B**); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. HRH1, histamine receptor H1; PDAC, Pancreatic ductal adenocarcinoma; GZMB, Granzyme B

### HRH1 antagonists enhance αPD-1 therapeutic efficacy via MHC-I upregulation

To evaluate the inhibitory effect of HRH1 on the tumor microenvironment (TME) in PDAC, we investigated the effects of Az, a Food and Drug Administration (FDA) approved HRH1 antagonist, as well as its synergistic effect on αPD-1 treatment (Fig. 2A). We established mouse PDAC cell lines (KPC-1) and CAF cells (mCAF1) from primary PDAC tumors of Kras^G12D/+^, Trp53^R172H/+^, and Pdx-1-Cre (KPC) mice [29–31] and established orthotopic syngeneic PDAC models to investigate tumor growth. First, Az (20 mg/kg) was administered as monotherapy 7 days after orthotopic transplantation, and tumor growth was significantly smaller in the Az treatment group than in the non-treatment group (Fig. S2A and S2B). IHC showed a Proliferating cell nuclear antigen (PCNA) index in cancer cells, and the α-SMA expression area in CAF cells was decreased when treated with Az in tumor tissues (Fig. S2C). Subsequently, we investigated the potential synergistic effect of combining Az (20 mg/kg) with αPD-1 (200 μg). We found that combination therapy markedly reduced tumor growth and peritoneal dissemination compared to the non-treatment group (*p* = 0.0476) (Fig. S2D and S2E). Immunofluorescence (IF) showed increased CD8 and Granzyme B expression following combination therapy (Fig. S2F). The dose of each drug was reduced to confirm the synergistic effects of their combination. Az (10 mg/kg) or αPD-1 (100 µg or 50 µg) alone or in combination were administered for 4 weeks. While neither Az (10 mg/kg) nor αPD-1 (100 µg or 50 µg) suppressed tumor growth when administered as monotherapy, combination therapy of Az and αPD-1 significantly inhibited tumor growth. Strikingly, the presence of ascites and the number of peritoneal disseminations were also inhibited (*p* = 0.0079) (Fig. 2A, B and C). IHC results showed that the Az + αPD-1 combination therapy significantly increased the number of tumor-infiltrating CD8^+^ T cells and MHC-I expression in KPC-1 tumor tissue (Fig. 2D). Subsequently, we reduced the treatment duration (2 weeks) and dose and used other cancer cell lines (KPC-2 and KPC-3) derived from the primary tumor tissue of KPC mice. We observed the same results after 2 weeks of treatment (Fig. 2E-G and Fig. S2G). Finally, we discovered that the survival of tumor-bearing mice was significantly prolonged in the combination treatment group compared to that in the single treatment group (Fig. 2H). These data indicate that systematic targeting of HRH1 enhances αPD-1 therapeutic efficacy and might up-regulate MHC-I on pancreatic cancer cells in vivo.

**Fig. 2:**
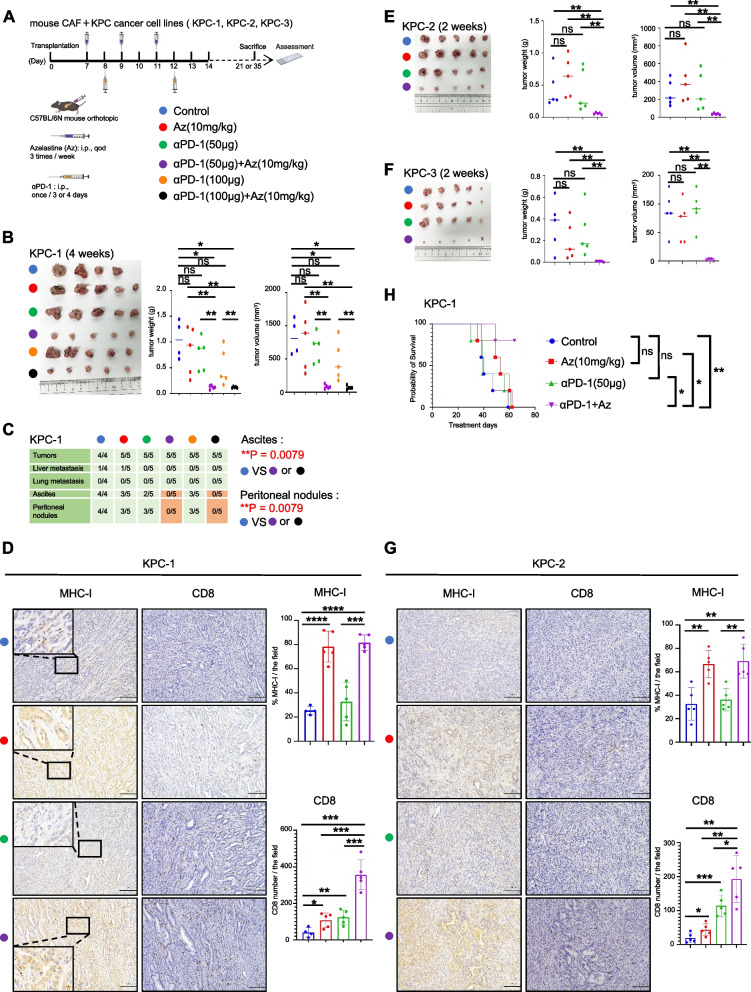
HRH1 antagonists enhance aPD-1 therapeutic efficacy via MHC-I upregulation. **A** Schema of the treatment plan for mouse cancer cell lines and the mouse CAF1 co-orthotopic transplantation model. Seven days after transplantation, treatment was started. **B**-**G** Results of the treatment in each group, (**B**, **E**, **F**) tumor picture, weight, and volume, (**C**) detection of tumor and metastasis, (**D**, **G**) representative image of IHC. Scale bar = 100 µm. (**H**) Kaplan–Meier survival curve for the co-orthotopic transplantation model. Median (**B**, **E**, **F**); error bars, mean ± SD (**D**, **G**); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns, not significant. αPD-1, anti-programmed cell death protein 1; CAF1, mouse cancer-associated fibroblast 1; IHC, immunohistochemical; SD, standard deviation

### HRH1 inhibition of human cancer cells enhances MHC-I expression in human cancer cells

To further evaluate the effect of HRH1 inhibitors on MHC-I expression, HRH1 antagonists, including Az, Da, and Pt, were used in in vitro experiments. HLA-ABC expression in pancreatic cancer cell lines was increased by HRH1 antagonists (Fig. 3A). We confirmed this effect using other cancer cell lines, such as U2OS (an osteosarcoma cell line) and MCF-7 (a breast cancer cell line) and obtained the same findings. Among the pancreatic cancer cell lines studied, KP-2 exhibited the highest level of HRH1 expression (Fig. S3A and S3B). Subsequently, we generated KP-2 cells with a stable HRH1 knockdown by evaluating HRH1 mRNA and protein expression (Fig. S3C and S3D). Next, we investigated HLA-ABC and B2M expression on cell membranes by western blotting and found that the expression was increased by Az or Da treatment or HRH1 knockdown (Fig. 3B). We confirmed these results using flow cytometry (Fig. 3C and Fig. S3E). These results suggest that HRH1 depletion or pharmacologic HRH1 inhibition in tumor cells promotes MHC-I expression. Next, we investigated the expression of genes relevant to the MHC-I pathway to further study MHC-I upregulation. MHC-I-related pathway genes, such as CANX, CALR, TAP1, and TAP2, were the same at the whole lysis level; however, their protein expression levels differed at the cytosolic lysis in each cell line, suggesting the difference of the translocation or release from organelles such as ER. (Fig. S3F). The protein expression levels of CANX, CALR, TAP1, and TAP2 were increased in response to HRH1 antagonist treatment or HRH1 deletion (Fig. 3D). In addition to the increase in HLA-ABC, we also observed an increase in CANX, TAP1, and TAP2 transcript levels in response to Az treatment or HRH1 depletion (Fig. S3G). These effects were reversed by treatment with histamine (Fig. 3E and F and Fig. S3H). These results indicate that HRH1 affects the transcription levels of MHC-I pathway-related genes.

**Fig. 3:**
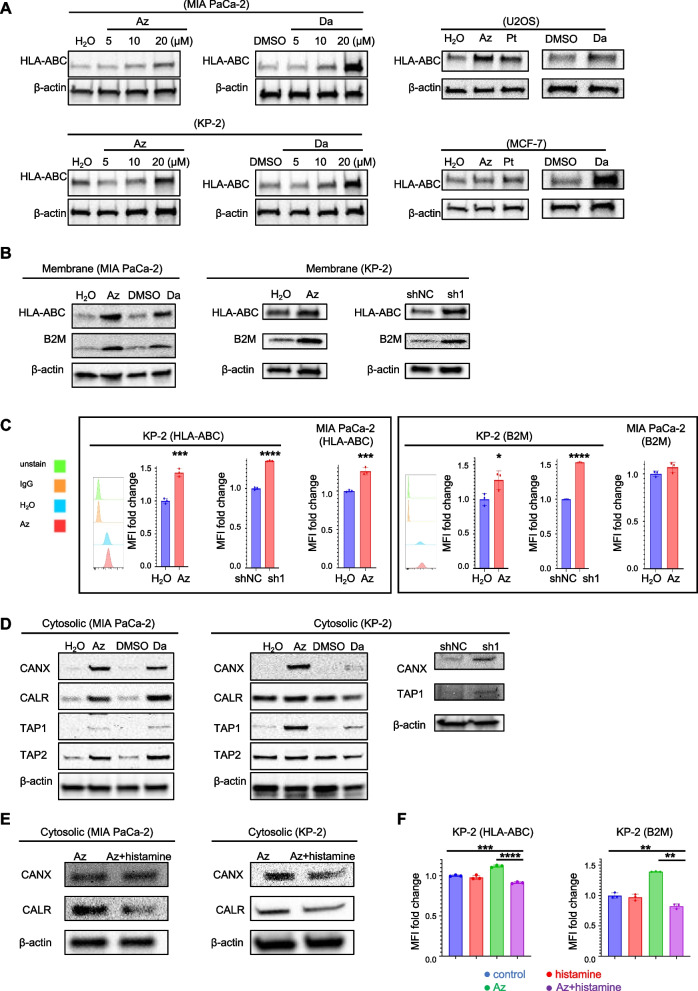
HRH1 inhibition of human cancer cells enhances MHC-I expression in human cancer cells. The expression of HLA-ABC, B2M, and HLA-related pathway proteins was determined using western blotting and FCM. **A** Various types of human cancer cell lines were treated with HRH1 antagonists for 48 h. **B** and **C** HLA-ABC or B2M expression of MIA PaCa-2 or KP-2 treated with HRH1 antagonists (20 µM) for 48 h or shHRH1 (sh1). **D** Protein expression of MIA PaCa-2 or KP-2 treated with HRH1 antagonists (20 µM) for 48 h or KP-2 shNC and shHRH1 (sh1). **E** Protein expression of MIA PaCa-2 treated with Az (20 µM) or combined with histamine (10 µM) for 48 h, (**F**) KP-2 treated with Az (20 µM) or combined with histamine (5 µM) for 24 h. Error bars, mean ± SD (**C**, **F**); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. MHC, major histocompatibility complex; HLA, Human Leukocyte Antigen; HLA-ABC, HLA Class 1 ABC; B2M, Beta-2 microglobulin

### Cholesterol biosynthesis pathway is related to MHC-I expression and simvastatin-reduced Az or HRH1 knockdown-related MHC-I upregulation

To further explore how HRH1 inhibition controls the antigen presentation pathway, we performed a gene expression microarray analysis. 

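Gene expression was measured in MIA PaCa-2 and KP-2, 2 established human pancreatic cancer cell lines, after 48 h with Az or H2O. Az (azelastine) is an HRH1 antagonist, and the legend of Fig. 4A gives its dose as 20 µM. The paper names a Roche kit for the RNA, whereas the sample labels name TRIzol with a Promega SV kit. Each of the 4 conditions was hybridized to 1 one-color (Cy3) Agilent SurePrint G3 Human Gene Expression array, and the 4 arrays share 1 slide and 1 scan date. No condition was repeated, so the arrays give no spread between cultures, and their number limits the precision of every value. The authors deposited the intensity of each spot from Agilent's Feature Extraction software, corrected for background but not scaled between arrays. They also deposited a table of processed values. After their medians were aligned, these differed by at most 0.00693 log2 units from the quantile-normalized signals of the same arrays for nearly all probes. Of the non-control probes, 40.9% were well above background on the array of MIA PaCa-2 with H2O and 38.8% with Az. The shares in KP-2 were 41.5% with H2O and 41.6% with Az. No spot was saturated. The signal at the 75th percentile of the probes was 87.3 and 80.5 in MIA PaCa-2 with H2O and Az, and 86.0 and 88.4 in KP-2. On each array 300 probes were spotted 10 times, and 270 of them in MIA PaCa-2 and 286 in KP-2 were well above background. For the latter probes the median SD of the spots was between 0.0548 and 0.0602 log2 units, and dim probes were left out. This SD covers error within an array only.

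From the deposited intensities, the log2 signal of each probe was taken relative to the 75th percentile of its array. A gene was represented by its probe with the highest mean over the 4 arrays. The log2 ratio of Az over H2O was computed in each cell line for genes whose probe was well above background on at least 1 array of the pair, 18154 genes in MIA PaCa-2, 18815 in KP-2 and 16329 in both. Where the probe was not well above background on 1 array of the pair, the ratio is a bound. It was computed against the lowest signal of any probe well above background on that array, or the dim probe's own signal if higher. A gene was called higher or lower with Az at a ratio of at least 2-fold. The paper's text does not give its threshold. Scaling by the 75th percentile sets the ratio of a typical bright probe near 0, so the log2 ratios are relative to the other transcripts of the same culture. The median log2 ratio over all genes was -0.015 in MIA PaCa-2 and -0.040 in KP-2.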

Twenty down-regulated and 92 upregulated genes were identified. These genes were detected using Metascape [32] pathway analysis, and the cholesterol biosynthesis pathway was identified as the pathway with the highest score in the microarray analysis (Fig. 4A). 

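At the 2-fold threshold, 341 genes were called higher and 177 lower with Az in MIA PaCa-2. In KP-2, 253 genes were called higher and 119 lower. Some of these calls rest on a bound, 90 of the higher and 61 of the lower calls in MIA PaCa-2, and 82 and 44 in KP-2. In both cell lines, 27 genes were called higher, against a mean of 3.02 and a highest value of 12 in 10000 random draws of as many genes matched on mean signal. Only 2 genes were called lower in both cell lines, against a random mean of 1.13 and a highest value of 7, so this overlap is within that of random draws. With the intensity-dependent Z score the overlap was 18 against a random mean of 3.46 and a highest value of 12, and at 1.5-fold it was 85 against 46.9 and 73, both beyond every draw. 1 gene, SIRT4, was called in opposite directions. Across the 16329 genes, which are not independent replicates, the log2 ratios of the cell lines had a Pearson's r of 0.216 and a Spearman's rho of 0.215. The setting that moved these counts most was the use of all probes without a filter on dim signals. It called 291 genes higher and 158 lower in both cell lines, against random means of 289 and 175.

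With limma, taking the cell lines as the replicates of the treatment and cell line as a term, no gene passed a Benjamini-Hochberg adjusted p of 0.05 in either direction (smallest adjusted p = 0.249, 1 residual degree of freedom). At an unadjusted p under 0.05, 661 genes were higher and 721 lower, a balance that changed with the scaling and the filter on dim probes. An intensity trend on the prior variance of limma called 65 genes higher and 6 lower. On simulated data limma without the trend made more false calls than its adjusted threshold allows, and the trend setting was not simulated. These models measure the difference in response between the cell lines, not a repeat of either culture.

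Of the 27 genes called higher in both cell lines, the 5 with the largest change in the cell line that changed less were lnc-RXRA-1, RRAGD, TM4SF19, NT5DC4 and GPNMB. The noncoding transcript lnc-RXRA-1, whose probe lies on chromosome 9 of hg19 from 137375020 to 137375079, had a log2 ratio of 2.92 in MIA PaCa-2 and of at least 3.28 in KP-2. With normexp background correction its ratio in MIA PaCa-2 was 1.01 and stayed past 2-fold in both cell lines, whereas each of the other 4 genes fell below 2-fold in at least 1 cell line. The log2 ratio of RRAGD was 1.87 in MIA PaCa-2 and at least 2.39 in KP-2, the latter 0.65 with normexp. TM4SF19 had values of 3.21 and 1.73, the latter 0.54 with normexp. For NT5DC4 the ratio was at least 1.64 in MIA PaCa-2 (0.39 with normexp) and 1.55 in KP-2. For GPNMB it was at least 1.44 (0.35 with normexp) and 3.25. These bounds hold for the processed signal only. The genes called lower in both cell lines were SCARNA9L, with log2 ratios of -1.11 and -1.01, and COLCA2. SCARNA9L was at -0.64 and -0.50 with normexp, and in KP-2 just under 2-fold with the 75th percentile over detected probes, so under these settings it was not past 2-fold in both cell lines. The call of COLCA2 rests on a single spot that was far brighter on the array of MIA PaCa-2 with H2O than on the other arrays.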

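The gene sets of Metascape were not used here, and a list of 25 cholesterol biosynthesis genes was compared in their place. The list was written from general knowledge of the pathway after reading the paper. It was matched to the arrays for 24 genes, and 22 were well above background on at least 1 array of each cell line. IDI2 and SC5D were left out because their probes were not well above background on either array of MIA PaCa-2. The median log2 ratio of the 22 genes was 0.62 in MIA PaCa-2 and 0.82 in KP-2. Both medians lay above those of all 10000 random lists of the same size matched on mean signal, 95% of which lay between -0.15 and 0.13 in MIA PaCa-2 and between -0.16 and 0.038 in KP-2. The setting that moved the medians most was scaling by the median of each array, with 0.74 in KP-2. Of the 22 genes, 18 were above 0 in MIA PaCa-2 and 21 in KP-2.

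Few of these genes reached 2-fold in both cell lines. Only MSMO1 was called higher in both, where random lists held a mean of 0.0115 such genes. At 1.5-fold there were 11 such genes, among them MVD, HMGCS1, IDI1, ACAT2, FDPS, FDFT1, CYP51A1 and MVK. EBP, SQLE, TM7SF2 and LSS were also higher in both cell lines, with smaller ratios in at least 1 of them. GGPS1 had log2 ratios of 0.16 and 0.15, within the error of about 0.2 that Feature Extraction gives for a ratio of bright spots. LBR was lower in both, with -0.35 and -0.40. HSD17B7 was lower in MIA PaCa-2 (-0.28) and higher in KP-2 (0.98). PMVK, ARV1 and, in MIA PaCa-2, NSDHL differed from 0 by less than that error. The sign of PMVK in KP-2 and of NSDHL in MIA PaCa-2 changed with the scaling of the arrays.

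In the limma model 20 of the 22 genes were higher with Az. None had an adjusted p under 0.05 over all genes tested, and 15 passed when adjusted over the list alone (smallest adjusted p = 0.00933 by limma). With the intensity trend on the prior variance, 10 passed over all genes tested. On simulated data limma made more false calls than its adjusted threshold allows, so these counts may be too high. The trend setting was not simulated. Because 11 of the 22 genes are in Table S2, which the paper drew from these arrays, the count over the list alone is not independent evidence. From the enrichment of its overlapping genes, the paper identifies cholesterol biosynthesis as the pathway with the highest score and takes it forward to the representative genes measured by RT-PCR.

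**Figure D1:**
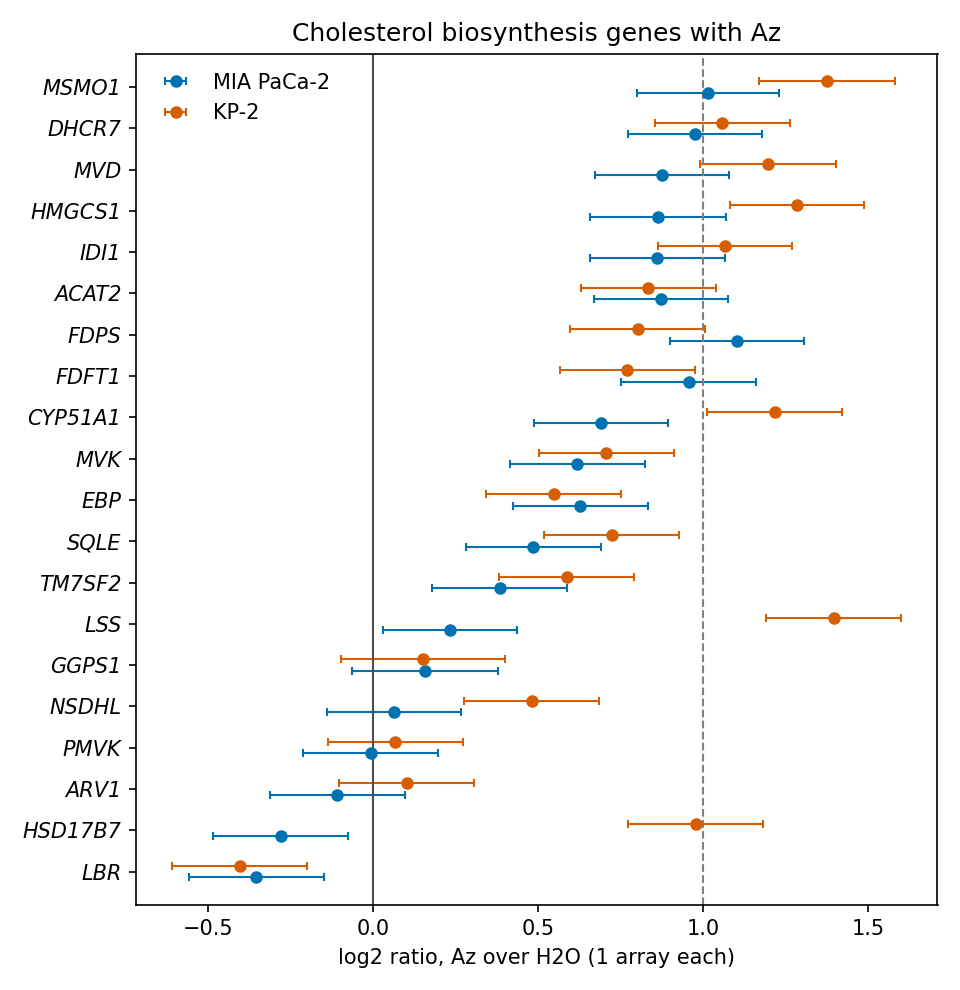
Log2 ratio of Az over H2O (x axis) for 20 of the 22 cholesterol biosynthesis genes (y axis), with 1 point per cell line. Bars are the error that Feature Extraction gives for the ratio of 2 spots and cover no difference between cultures, and the dashed line marks 2-fold. Of the 20 genes drawn, 16 lie above 0 in MIA PaCa-2 and 19 in KP-2. The signs of PMVK in KP-2 and NSDHL in MIA PaCa-2 change with the scaling.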

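On the arrays, SREBF2, MSMO1 and DHCR7 were each measured by 1 probe that was well above background in all 4 conditions. The probe for SREBF2 (NM_004599), which encodes a transcription factor of sterol metabolism, lies on chromosome 22 of hg19 from 42302199 to 42302258. Its log2 ratio of Az over H2O was 0.73 in MIA PaCa-2 and 0.69 in KP-2. The probe for MSMO1 (NM_006745), an enzyme of the later steps of cholesterol synthesis, lies on chromosome 4 from 166263190 to 166263249. MSMO1 had log2 ratios of 1.01 in MIA PaCa-2 and 1.38 in KP-2. The probe for DHCR7 (NM_001360), the last enzyme of 1 branch of the pathway, lies on chromosome 11 from 71145514 to 71145573. The log2 ratios of DHCR7 were 0.98 and 1.06. All 6 ratios exceed the error of about 0.2 log2 units that Feature Extraction assigns, which covers no difference between cultures. The direction held under each scaling and background correction tried. The side of the 2-fold threshold did not. With normexp background correction MSMO1 was at 0.56 in MIA PaCa-2 and 1.07 in KP-2, and DHCR7 lies close to the threshold in both cell lines. In limma the log2 fold change over both cell lines was 0.71 for SREBF2 (standard error 0.15, adjusted p = 0.554), 1.20 for MSMO1 (standard error 0.17, adjusted p = 0.545) and 1.02 for DHCR7 (standard error 0.15, adjusted p = 0.545). None of the 3 genes passes the Benjamini-Hochberg threshold over all genes.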

We focused on representative genes involved in activating the cholesterol biosynthesis pathway, such as sterol regulatory element-binding protein 2 (SREBF2), methylsterol monooxygenase 1 (MSMO1), and 7-Dehydrocholesterol Reductase (DHCR7) [33, 34], which were included in the 92 up-regulated genes. Genetic or pharmacological inhibition of HRH1 increased the expression of these genes at the transcriptional level (Fig. 4B). We explored whether these three genes were associated with T-cell function. Using GEPIA 2.0, we found that MSMO1 and DHCR7 were negatively correlated with T cell exhaustion scores and T cell exhaust-related genes (Fig. 4C and Fig. S4A). Moreover, we created MSMO1 and DHCR7 knockdown cancer cells and discovered that MSMO1 or DHCR7 inhibition rescued the Az-induced increase in HLA-ABC (Fig. 4D and E and Fig. S4B). Previous reports have suggested that cholesterol is crucial in facilitating antigen binding to MHC class I [35]. To investigate whether the inhibition of HRH1 elevates HLA-ABC or B2M due to the activation of the cholesterol biosynthesis pathway, we used simvastatin as an inhibitor of cholesterol biosynthesis [36]. Simvastatin treatment inhibited the Az-induced increase in CANX and CALR levels (Fig. 4F). Next, we examined the expression levels of HLA-ABC and B2M by flow cytometry, which showed that simvastatin-reduced HLA-ABC and B2M upregulation in the cell membrane by HRH1 inhibition (Fig. 4G). These data suggest that genes related to cholesterol biosynthesis are involved in antigen presentation via HRH1 inhibition.

**Fig. 4:**
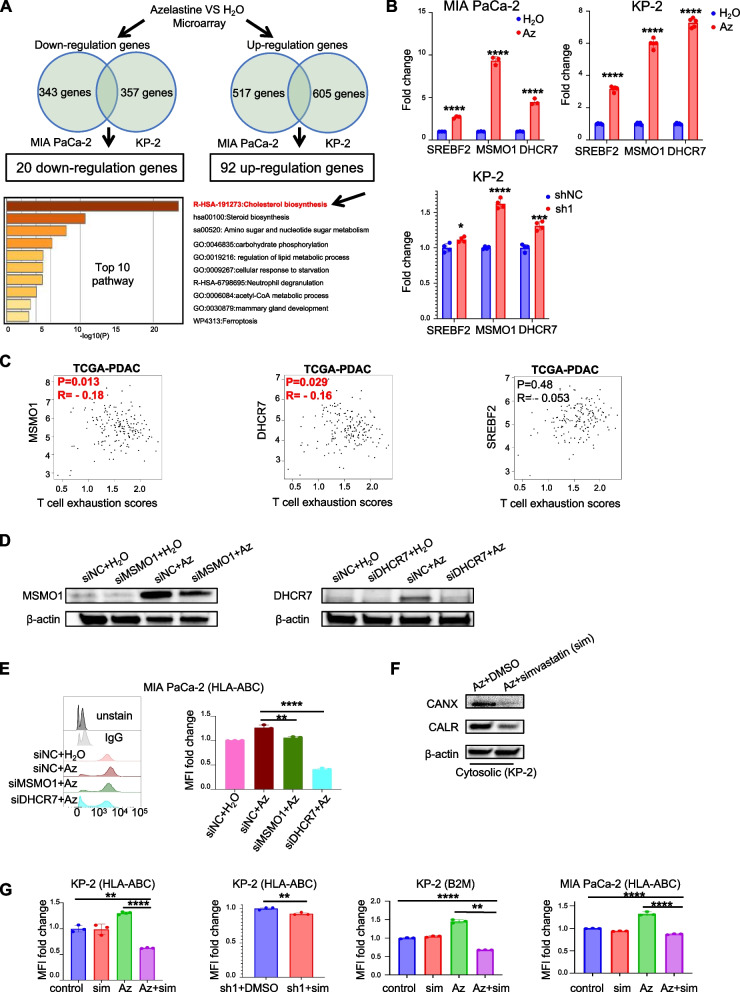
Cholesterol biosynthesis pathway is related to MHC-I expression and simvastatin-reduced azelastine or HRH1 knockdown-related MHC-I upregulation. **A** Demographics of microarray analysis of MIA PaCa-2 or KP-2 treated with Az (20 µM) or H_2_O for 48 h (upper), and the Metascape analysis pathway-enriched upregulated genes (lower). **B** RT-PCR for cholesterol biosynthesis-related gene expression in MIA PaCa-2 or KP-2 treated with Az (20 µM) for 48 h or KP-2 shHRH1 (sh1), *n* ≥ 3 per group. **C** The correlation plot shows cholesterol biosynthesis-related genes between T cell exhaustion scores by GEPIA 2.0. **D** MSMO1 or DHCR7 protein expression in whole lysis of siDHCR7 or siMSMO1, or Az (20 µM) or combination. **E** MFI of HLA-ABC expression using FCM for Az (20 µM) or combination, *n* = 3 per group. **F** CANX and CALR protein expression in KP-2 treated by Az (20 µM) or combined with simvastatin (10 µM) for 48 h. **G** MFI of HLA-ABC and B2M using FCM for MIA PaCa-2 or KP-2 treated alone or in combination, *n* ≥ 3 per group. Error bars, mean ± SD (**B**, **E**, **G**); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. MHC-I, major histocompatibility complex class I; RT-PCR, quantitative reverse transcription polymerase chain reaction; MFI, median fluorescence intensity; FCM, Flow cytometry

### Azelastine induces quiescent-like fibroblasts to reverse the antigen presentation of cancer cells

In addition to the increase of MHC-I expression in cancer cells, we also found that α-SMA expression, one of the CAF activation markers, decreased in vivo (Fig. S2C). We established subcutaneous and orthotopic models in nude mice using a human pancreatic cancer cell line and CAFs (Fig. 5A) because our previous reports showed that inhibiting CAF suppressed tumor progression by disrupting the interaction between cancer cells and activated CAF [22, 37–39]. Az was administered 1 week after transplantation, and tumor size was measured weekly. Tumor growth was suppressed within 4 weeks of Az treatment in both the subcutaneous (Fig. 5B) and orthotopic (Fig. 5C) models. We also observed a decrease in the PCNA index in cancer cells and a reduction in α-SMA and sirius red staining (Fig. 5D). To investigate the role of Az in targeting CAF activation in vitro, CAFs were treated with Az. α-SMA and IL-6 expression decreased depending on Az dosage and induced bodipy accumulation by Az (Fig. 5E and F and Fig. S5A). Moreover, Az treatment suppressed CAF migration and invasion (Fig. 5G and Fig. S5B). In addition, Az treatment increased HLA-ABC expression in cancer cells in the orthotopic model (Fig. 5H). To understand whether the inhibition of CAF activation could enhance the antigen presentation ability of cancer cells, CAFs were treated with either H_2_O or Az. Subsequently, CAFs were collected for indirect co-culture with cancer cells. After a 48-h co-culture period, flow cytometry (FCM) was used to determine the expression of HLA-ABC and B2M in human cancer cells (Fig. 5I). The findings of this study indicated that activated human CAFs decreased HLA-ABC and B2M expression in human cancer cells, which was reversed by Az-mediated suppression of CAF activation (Fig. 5J). We also found the same results in mouse cancer cells (Fig. S5C and S5D). These results suggest that Az also has the potential to enhance HLA-ABC expression in cancer cells by inducing quiescent CAFs.

**Fig. 5:**
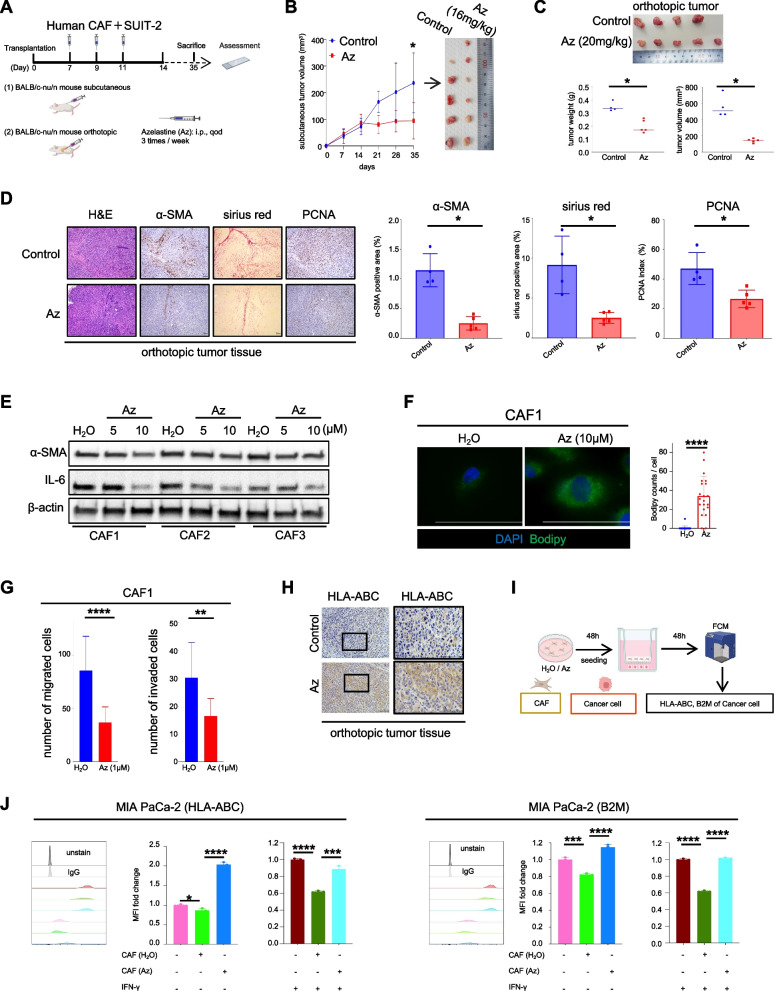
Azelastine induces quiescent-like fibroblasts to reverse the antigen presentation of cancer cells. **A** Schema of SUIT-2 and CAF1 subcutaneous or orthotopic models for 4 weeks of Az treatment, (**B** and **C**) tumor picture, volume and/or weight, (**D**) representative image of H&E, sirius red, IHC of α-SMA and PCNA. **E** α-SMA and IL-6 protein expression in whole lysis of human CAF1, CAF2, and CAF3. **F** Representative image of CAF1 stained with BODIPY. **G** The effect of treatment on migration and invasion of CAF1. **H** Representative image of the IHC for HLA-ABC. **I** Schema of MIA PaCa-2 with CAFs indirect co-culture. **J** MFI of HLA-ABC or B2M of MIA PaCa-2 detected by FCM, *n* = 3 per group. Scale bar = 100 µm (**D**, **F**, **H**). Median (**C**); error bars, mean ± SD (**B**, **D**, **F**, **G**, **J**); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. CAF1, human cancer-associated fibroblast 1; Az, Azelastine; H&E, hematoxylin and eosin; α-SMA, α-smooth muscle actin; PCNA, Proliferating cell nuclear antigen; IL-6, Interleukin 6

### Cancer cell-specific HRH1 depletion enhances αPD-1 therapeutic efficacy in mice

Our results suggest that the systemic pharmacological blockade of HRH1 may play a multifunctional role in enhancing antigen presentation in cancer cells. Therefore, we investigated whether genetic deletion of HRH1 in cancer cells can enhance the therapeutic efficacy of αPD-1 treatment. We examined mRNA expression levels of HRH1 in KPC-derived cancer cell lines (Fig. S6A). To further validate the expression of HRH1, we measured the protein levels in cancer cell lines via western blotting. We used previously reported M2-like macrophages as positive controls for HRH1. Mouse cancer cells expressed various levels of HRH1 protein (Fig. 6A). MHC-I expression in mouse cancer cells increased after Az treatment (Fig. 6B and C). Furthermore, we established HRH1 knockdown mouse cell lines and determined their knockdown efficiency using PCR and western blotting (Fig. S6B-S6D). We observed increased MHC-I expression on the membranes following HRH1 knockdown (Fig. 6D and E). Next, we orthotopically transplanted CAF1 and HRH1 knockdown cancer cells into C57BL/6N mice. After 2 weeks of treatment with aPD-1 (50 µg), tumor growth was significantly suppressed in the HRH1 knockdown group, and some of the tumors in the HRH1 knockdown + αPD-1 group were not detected macroscopically (Fig. 6F and Fig. S6E and S6F). Subsequently, we performed hematoxylin and eosin (H&E) staining and found microscopically detectable small cancer cells in macroscopically undetectable specimens’ case #1 of KPC-1 in sh1 + αPD-1 group; case #3 and case #4 of KPC-1 in sh2 + αPD-1 group, suggesting tumor growth was truly suppressed (Fig. 6G**)**. Moreover, immunohistochemical analysis revealed in the HRH1 knockdown with αPD-1 group (sh2 + αPD-1), an increase in Granzyme B expression and CD8 T cell infiltration compared to other groups was observed within the tumor (Fig. 6H).

**Fig. 6:**
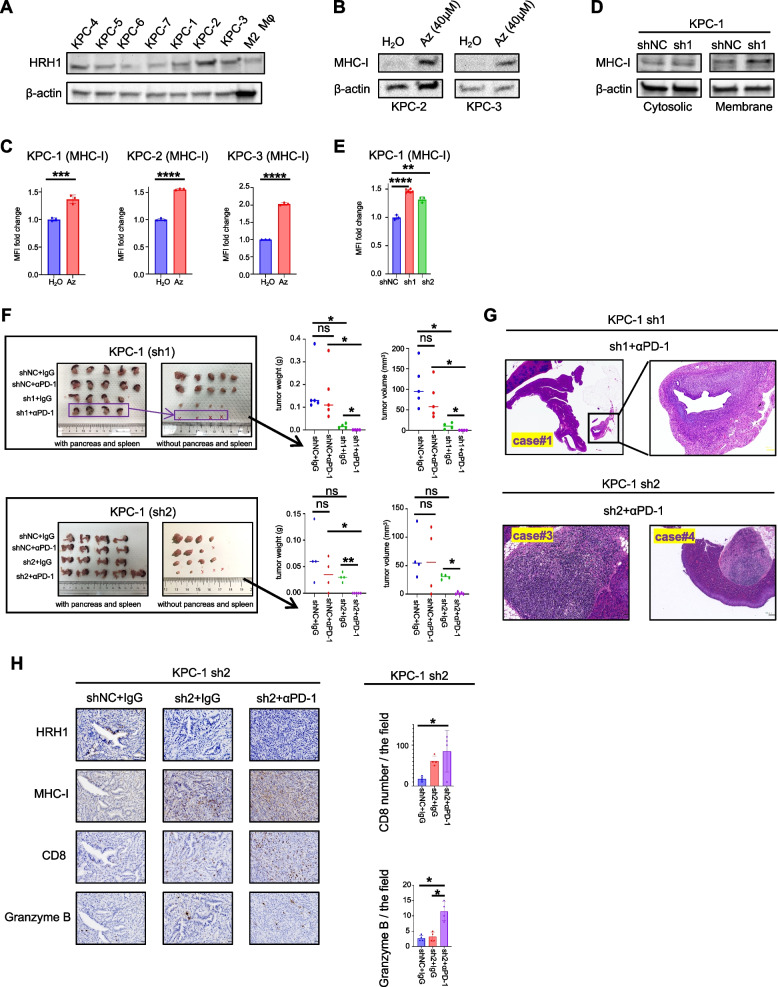
Cancer cell-specific HRH1 depletion enhances αPD-1 therapeutic efficacy in mice. **A** HRH1 protein expression in mouse whole lysis of cancer cell lines (KPC-1 to KPC-7) and M2 macrophages. **B** MHC-I protein expression in whole lysis of KPC-2 and KPC-3 treated with Az or H_2_O for 48 h. **C** MFI of MHC-I using FCM for KPC-1, KPC-2, and KPC-3 treated with Az (40 µM) or H_2_O for 48 h, *n* = 3 per group. **D** MHC-I protein expression in KPC-1 shHRH1 (sh1) and shNC. **E** MFI of MHC-I using FCM for KPC-1 shHRH1 (sh1, sh2) and shNC, *n* ≥ 3 per group. **F**–**H** The orthotopic co-transplanted syngeneic tumors (KPC-1 shNC, shHRH1 (sh1 or sh2), and mouse CAF1) for treatment of 2 weeks, (**F**) tumor picture, volume, and weight, (**G**) H&E of KPC-1 (**H**) representative image of IHC. Scale bar = 20 µm Median (**F**); error bars, mean ± SD (**C**, **E**, **H**); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

## Discussion

Pancreatic cancer is considered a non-immunogenic “cold” tumor, characterized by low CD8^+^ T cell infiltration and resistance to immune checkpoint inhibitors [40]. Converting this “cold” state to a “hot” one is a promising approach to enhancing the disease’s prognosis. This study demonstrated that anti-PD1 treatment combined with pharmacological or genetic HRH1 inhibition significantly enhanced tumor growth suppression in PDAC mouse models. This enhancement was characterized by increased MHC-I expression in cancer cells and the promotion of CD8^+^ T cell infiltration in tumor tissues. Although HRH1 has been targeted in cancer therapy with favorable outcomes [41, 42], only a few studies have delved into its relationship with the immune system [16, 17]. Recently, HRH1 was reported to shift macrophages toward an immunosuppressive M2 phenotype and suppress CD8^+^ T cell function, and additional treatment with antihistamines was found to amplify the effect of anti-PD1 antibodies in melanoma [17]. Although cancers typically respond well to ICB [43, 44], our study indicated that the sole use of anti-PD1 did not affect tumor growth. Contrastingly, additional HRH1 antagonist treatment resulted in drastic effects, including a complete response in some mice. These findings suggest a transformation from ‘cold’ to ‘hot’ tumor status. This raises a “chicken and egg” question regarding the upregulation of the MHC-I pathway by IFN-γ secreted from CD8^+^ T cells [45]. Despite this, our findings indicated that HRH1 inhibition independently increases MHC-I expression, as demonstrated by enhanced expression even without CD8^+^ T cells in vitro.

Microarray analysis revealed that the cholesterol biosynthesis pathway was significantly increased compared to other pathways in the Az treatment group. 

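On the arrays of Fig. 4A, 10 other gene lists were set beside the cholesterol biosynthesis genes. They were written after reading the paper and Table S2, whose genes the paper chose for their change on these arrays. Each median log2 ratio is given with its percentile among 10000 random lists matched on mean signal, as a description of these arrays and not as a test, since each condition has 1 array. The 13 other targets of SREBP, the transcription factors of sterol and lipid synthesis, had medians of 0.44 in MIA PaCa-2 and 0.68 in KP-2, both above all random lists. The 50 lysosomal and TFEB target genes had medians of 0.50 and 0.28, also above all random lists. The 23 genes of the ATF4 stress response had medians of 0.25 and 0.28, again above all of them. The 26 interferon-stimulated genes had a median of 0.67 in MIA PaCa-2, above all random lists, and of 0.016 in KP-2, at the 78.5 percentile. In KP-2 the sign of the latter changed under median scaling. The difference between the cell lines was not tested. The 26 hypoxia and glycolysis genes had medians of 0.089 (95.4 percentile) and 0.16 (100 percentile). The 15 genes of the MHC-I pathway in Table S1 had medians of 0.10 (95.5 percentile) and -0.061 (64.0 percentile), the latter above 0 under quantile normalization. The 36 amino sugar genes had medians of 0.031 (71.4 percentile) and 0.054 (99.3 percentile). The 9 LXR targets, which respond to sterols, had medians of 0.031 (69.3 percentile) and 0.023 (79.1 percentile). The medians of the amino sugar and LXR lists changed sign with the scaling in both cell lines. The 15 ER chaperones had a median of -0.68 in MIA PaCa-2, below all random lists, and of -0.085 in KP-2, at the 47.9 percentile. With the mean over the probes of a gene the percentile in KP-2 was 6.485. The 33 cell cycle genes had medians of -0.34 and -0.22, below all random lists in both cell lines. In KP-2 the cholesterol biosynthesis list had the highest median of the 11 lists, and in MIA PaCa-2 the interferon-stimulated genes had a higher one. The paper's ranking rests on the enrichment of genes raised in both cell lines, which is an unlike measure. The order in MIA PaCa-2 reversed with normexp (0.57 for cholesterol biosynthesis and 0.37 for interferon-stimulated genes) and without a filter on dim probes (0.62 and 0.60).

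**Figure D2:**
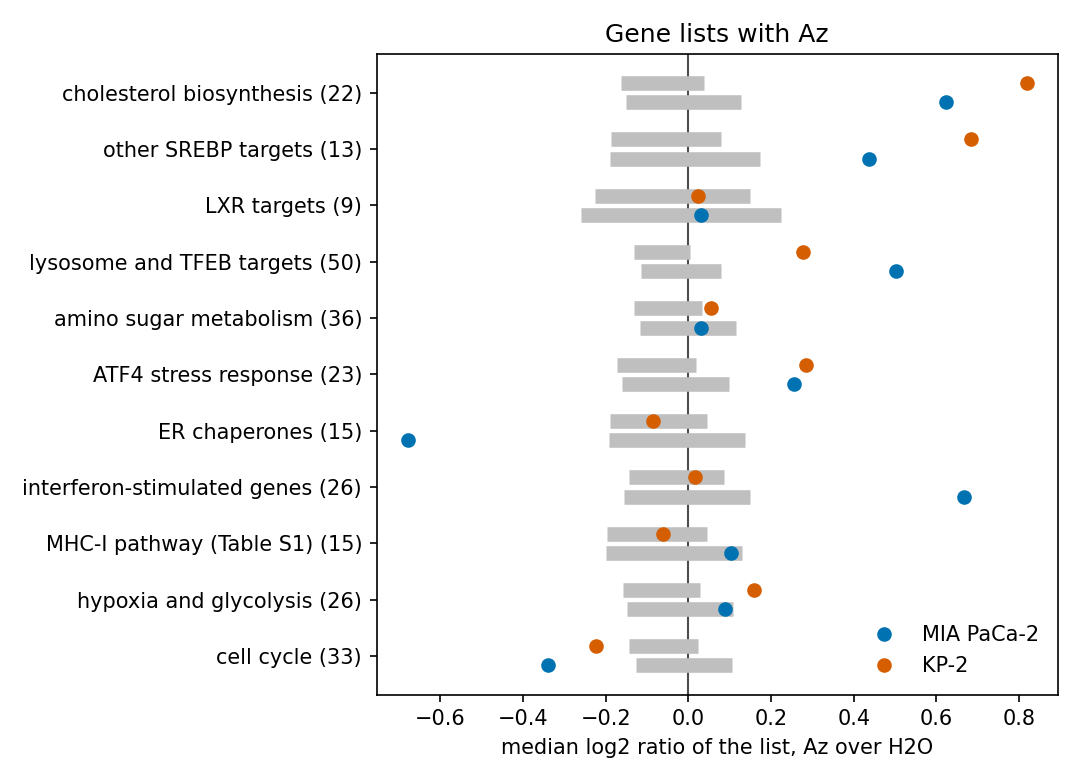
Median log2 ratio of Az over H2O (x axis) for each of 11 gene lists (y axis, with the number of genes), with 1 point per cell line. Gray bars span 95% of the medians of 10000 random lists of the same size matched on mean signal, drawn at the height of the cell line they belong to. The interferon-stimulated genes and the ER chaperones lie far outside the bars in MIA PaCa-2 and within them in KP-2. The signs of the LXR and amino sugar medians change with the scaling in both cell lines, as do those of the interferon-stimulated and MHC-I lists in KP-2.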

We validated the expression of the cholesterol synthesis genes SREBF2 (SREBP2), MSMO1, and DHCR7, induced by pharmacological or genetic HRH1 inhibition. The importance of cholesterol metabolism in cancer immunotherapy has recently been highlighted. However, reports on its role in regulating immunotherapies are conflicting [46]. PSCK9 inhibition increases MHC-I expression and enhances immune checkpoint therapy in cancer. Although these results seem to conflict with ours, the mechanism is independent of cholesterol regulation, relying on direct interaction with MHC-I and reducing lysosomal degradation [11]. Generally, inhibiting cholesterol synthesis promotes autophagy [47, 48]. The mechanisms underlying MHC-I expression in our study may involve: 1) Direct interaction of genes (SREBF2, MSMO1, and DHCR7) and MHC-I signaling genes (TAP1 and TAP2) in the endoplasmic reticulum (ER). 2) Cholesterol’s role in inhibiting autophagy [9]. 3) Increased cholesterol levels’ effect on MHC-I signaling. In this study, an increase in MHC-I expression was tumor specific and not observed in normal organs. Although cholesterol metabolism regulates the antitumor immune response, its complex mechanism of action requires further investigation to identify potential targets.

We hypothesized that CAF also affects the infiltration of T cells through the transformation of MHC-I expression in cancer cells. Previous studies have highlighted CAFs and matrix components as primary contributors to ICB resistance in PDAC [49–51]. In our in vitro experiment, co-culture with CAFs led to significantly reduced MHC-I expression in cancer cells, a decrease reversed by HRH1-antagonist-pretreated CAFs, suggesting that CAFs diminish MHC-I expression. While direct interaction between CAFs and MHC-I expression in cancer cells has not been reported, cytokines secreted by CAFs may play a role in this process. In addition, tumor growth inhibition was observed in T cell deficient mice treated with HRH1 antagonists, marked by decreased αSMA and Sirius red expression, indicating decreased levels of CAF activation. These findings were confirmed through in vitro experiments, such as decreased levels of IL-6 expression in CAFs after HRH1 antagonist treatment [37, 52, 53]. These findings suggest Az also directly inhibited CAF activation and inhibited tumor growth by decreasing tumor-stromal interaction. Although mechanisms underlying CAF reprogramming by HRH1 antagonists have not yet been investigated, our previous work reported autophagy as a key regulator of CAF activation. Further investigations are required to elucidate this mechanism.

## Conclusions

In summary, HRH1 inhibition significantly impacts MHC-I expression in cancer cells, potentially altering the “cold” to “hot” immunogenic status in PDAC. Combined use of an HRH1 antagonist and anti-PD-1 antibody notably suppressed PDAC growth in mouse models, indicating the potential to improve prognosis in this cancer type. With HRH1 widely acknowledged as an allergy regulator and its antagonists safely used, clinical targeting of HRH1 signaling is poised to improve the prognosis of PDAC.

### Supplementary Information

**Additional file 1: Supplementary Fig. S1. **(A, B) The HRH1 mRNA expression levels were analyzed by GEPIA 2.0. (A) Normal pancreas and PDAC. (B) Normal pancreas and basal types of PDAC, normal pancreas and classical types of PDAC. (C) The correlation plot of the mRNA relationship between HRH1 expression and other immune cell markers by Fisher's exact test. (D) The correlation plot of the mRNA relationship between HRH1 expression and T cell exhaustion markers by GEPIA 2.0. (E) The relationships between the number of CD8^+^ or Granzyme B^+^ cells and HRH1 protein expression in PDAC tissues, *n* = 43; median (E); *p<0.05, **p<0.01. PDAC, Pancreatic ductal adenocarcinoma.

**Additional file 2: Supplementary Fig. S2. **Orthotopically transplanted tumors of KPC-1 cells after 4 weeks of treatment with control (H_2_O and IgG), azelastine (Az), and combination therapy. (A, D) Tumor weight and volume. (B, E) Detection of tumors and metastases. (C, G) Representative image of the IHC. (F) Immunofluorescence (IF) for CD8 (green) and Granzyme B (red). Scale bar, 50 µm (G), 100 µm (C, F). Median (A, D); error bars, mean ± SD (C, F, G); *p<0.05, **p<0.01, ****p<0.0001. SD, standard deviation.

**Additional file 3: Supplementary Fig. S3**. (A) RT-PCR for HRH1 mRNA expression in human pancreatic cancer cell lines, *n* = 4 per group. (B) HRH1 expression in the whole lysis of human pancreatic cancer cell lines. (C) RT-PCR for HRH1 mRNA expression in KP-2 shNC and shHRH1 (sh1), *n*=4 per group. (D) HRH1 expression in the whole lysis of KP-2 shNC and shHRH1 (sh1). (E) FCM gating strategy for HLA-ABC or B2M of human pancreatic cancer cell lines (MIA-PaCa2). (F) The expression of HLA-related proteins in human pancreatic cancer cell lines. (G) RT-PCR for MHC-I-related gene expression in MIA PaCa-2 or KP-2 treated with Az (20 µM) for 48 h or KP-2 shNC and shHRH1 (sh1), n ≥ 3 per group. (H) MFI of HLA-ABC using FCM for MIA PaCa-2 treated with Az (20 µM), histamine (10 µM), or combination for 48 h, *n* = 3 per group. Error bars, mean ± SD (A,C,G,H); *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. RT-PCR, quantitative reverse transcription polymerase chain reaction; FCM, Flow cytometry; HLA, Human Leukocyte Antigen; HLA-ABC, HLA Class 1 ABC; B2M, Beta-2 microglobulin; MHC, major histocompatibility complex; MFI, median fluorescence intensity.

**Additional file 4: Supplementary Fig. S4**. (A) The correlation plot shows that cholesterol biosynthesis-related genes are associated with T cell exhaustion markers by GEPIA 2.0. (B) RT-PCR for siDHCR7, siMSMO1, Az (20 µM), or combination. error bars, mean ± SD (B); *p<0.05, ***p<0.001.

**Additional file 5: Supplementary Fig. S5**. (A) Representative image of CAF2 stained with BODIPY. Scale bar = 100 µm. (B) The effect of treatment on migration and invasion of CAF2. (C) α-SMA protein expression in whole lysis of mouse CAF1. (D) FCM of MHC-I expression in each group. Error bars, mean ± SD (A,B); **p<0.01, ****p<0.0001. CAF2, human cancer-associated fibroblast 2; α-SMA, α-smooth muscle actin; CAF1, cancer-associated fibroblast 1; MHC-I, major histocompatibility complex class I.

**Additional file 6: Supplementary Fig. S6**. (A) HRH1 mRNA expression in mouse pancreatic cancer cell lines (KPC-1 to KPC-7), *n* = 5 per group. (B) HRH1 mRNA expression in KPC-1 shNC and shHRH1 (sh1, sh2), *n* = 4 per group. (C) HRH1 and MHC-I protein expression in whole lysis of KPC-1 shNC and shHRH1 (sh1, sh2). (D) KPC-2 shNC and shHRH1 (sh1, sh2, sh3), *n* = 4 per group. (E, F) The orthotopic co-transplanted syngeneic tumors (luciferase-expressing KPC-2 shNC and shHRH1 (sh1)) for treatment of 2 weeks; (E) bioluminescent images of KPC-2 tumors; (F) tumor picture, volume, and weight. Median (F); error bars, mean ± SD (A,B,D); *p<0.05, **p<0.01. HRH1, histamine receptor H1; MHC-I, major histocompatibility complex class I; H&E, hematoxylin and eosin.

**Additional file 7: Supplementary Table S1.** Primers used for RT-PCR.

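Table S2 lists 92 genes, and 90 of them were matched to a gene name on the arrays, 1 through an older symbol. All 90 were among the genes with a log2 ratio in both cell lines. In MIA PaCa-2, 89 were higher with Az, with a median log2 ratio of 0.98 and a range from -0.32 to 3.21. In KP-2 all 90 were higher, with a median of 0.84 and a range from 0.030 to 3.25. At 2-fold, 43 of them were called higher in MIA PaCa-2, 29 in KP-2 and 18 in both. At 1.5-fold, 74 were called in both cell lines. Of the 27 genes called higher in both cell lines at 2-fold, 9 are not in the table, and 4 of these 9 carry names that start with lnc or XLOC. The table holds 11 genes of the cholesterol biosynthesis list and 12 of a list of lysosomal genes. Its genes were chosen by the paper for their change on these same arrays, so their shared direction is no separate measurement.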

**Additional file 8: Supplementary Table S2.** Overlapping up-regulated genes of human cell lines.

## Data Availability

All the data produced or analyzed during this investigation are included in this article or the Supplementary file. The microarray data have been stored in the Gene Expression Omnibus. The assigned identifier is GSE251639.

## Abbreviations

HRH1: Histamine receptor H1
PDAC: Pancreatic ductal adenocarcinoma
GZMB: Granzyme B
αPD-1: Anti-programmed cell death protein 1
CAF: Cancer-associated fibroblast
IHC: Immunohistochemical
SD: Standard deviation
MHC-I: Major histocompatibility complex class I
HLA-ABC: Human Leukocyte Antigen Class 1 ABC
B2M: Beta-2 microglobulin
RT-PCR: Quantitative reverse transcription polymerase chain reaction
MFI: Median fluorescence intensity
FCM: Flow cytometry
Az: Azelastine
H&E: Hematoxylin and eosin
IHC: Immunohistochemical
α-SMA: α-Smooth muscle actin
PCNA: Proliferating cell nuclear antigen
IL-6: Interleukin 6
KPC: Kras^G12D/+^, Trp53^R172H/+^, and Pdx-1-Cre

# Supplementary material for: Blockade of histamine receptor H1 augments immune checkpoint therapy by enhancing MHC-I expression in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 May 8;43:138. doi: 10.1186/s13046-024-03060-5
**Supplement:** Supplementary file 7 — Additional file 7: Supplementary Table S1. Primers used for RT-PCR.

**Supplementary Table S1. Primers used for RT-PCR.**

| **human primers** | **Forward sequence 5’-3’** | **Reverse sequence 5’-3’** |
| --- | --- | --- |
| HRH1 | GCTGGGCTACATCAACTCCAC | CCCTTAGGAGCGAATATGCAGAA |
| NLRC5 | GTTCTTAGGGTTCCGTCAGCG | CAGTCCTTCAGAGTGGCACAGAG |
| HLA-A | AGATACACCTGCCATGTGCAGC | GATCACAGCTCCAAGGAGAACC |
| HLA-B | CTGCTGTGATGTGTAGGAGGAAG | GCTGTGAGAGACACATCAGAGC |
| HLA-C | GGAGACACAGAAGTACAAGCGC | ACATCCTCTGGAGGGTGTGAGA |
| B2M | CCACTGAAAAAGATGAGTATGCCT | CCAATCCAAATGCGGCATCTTCA |
| CANX | GCTGGTTAGATGATGAGCCTGAG | ACACCACATCCAGGAGCTGACT |
| CALR | TCAAGGAGCAGTTTCTGGACGG | GCATCCTGGCTTGTCTGCAAAC |
| TAPBP | GAGCCTGTTCTCATCACCA TGG | GTAGGCAAAGCTCAAGTCCAGC |
| TAP1 | GCAGTCAACTCCTGGACCACTA | CAAGGTTCCCACTGCTTACAGC |
| TAP2 | ATGCCCTTCACAATAGCAGCGG | CCAAAACTGCGAACGGTCTGCA |
| ERAP1 | GTCTGTCAGTGTGACCCATCCT | CTGAGCAGGATTTTCCACAGGTG |
| SEC61B | CCGCACAACCTCGGCAGGCA | CAGAAGCGATGAACAGAAGACTC |
| SEC61G | GCAGTTTGTTGAGCCAAGTCG | CCAGCCGAATGGAGTCCTT |
| PDIA3 | CCATGCCCTAAGGATGGGTTC | CGTGATGCCACACCCTTGA |
| BCAP31 | AAGCAGTCTGAGGGCCTCAC | TTCTTGTCCATGGGACCATCTAC |
| SREBF2 | TGTGTATGTCCTGTGCCTTTTC | TGGGACACAGTGACTGATTGAT |
| MSMO1 | TCTTTGGGCATGGGTGAC | TGATGCCGAGAACCAGCATA |
| DHCR7 | AATGCCATGGTCCTGGTCAA | CAATGGTCTTCAGGTACCAGGTTTC |
| GAPDH | GCACCGTCAAGGCTGAGAAC | TGGTGAAGACGCCAGTGGA |
|  |  |  |
| **mouse primers** |  |  |
| HRH1 | GTCACGAAGCACATCTGTCCAC | CCATGCCTTCAACAGGATTCA |
| GAPDH | TGTGTCCGTCGTGGATCTGA | TTGCTGTTGAAGTCGCAGGAG |

# Supplementary material for: Blockade of histamine receptor H1 augments immune checkpoint therapy by enhancing MHC-I expression in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 May 8;43:138. doi: 10.1186/s13046-024-03060-5
**Supplement:** Supplementary file 8 — Additional file 8: Supplementary Table S2. Overlapping up-regulated genes of human cell lines.

**Supplementary Table S2. Overlapping up-regulated genes of human cell lines.**

| **Microarray** | | |
| --- | --- | --- |
| **92 up-regulation genes** | | |
| ACAT2 | HMGCS1 | ORAI3 |
| ACSS2 | HOXB9 | PDE4DIP |
| AKAP12 | HRK | PFKFB2 |
| ALDOC | HS1BP3 | PKD1L2 |
| AMDHD2 | ID2 | PLCG2 |
| ATP6V0E2-AS1 | IDI1 | PLEKHM1 |
| BEX2 | IRS2 | PLEKHO1 |
| BRI3 | ISG20 | PRXL2A |
| C15orf48 | KCP | PSAP |
| C1orf54 | KIF3C | RRAGC |
| CD63 | KLF6 | RRAGD |
| CLCN7 | LGALSL | RTN4R |
| CLIP2 | LOC105376311 | SAT2 |
| CTSA | LOC105378663 | SERPINA3 |
| CXCL2 | LY96 | SH2D5 |
| CYP51A1 | MAFF | SHC2 |
| DHCR24 | MAP1LC3B | SLC16A13 |
| DHCR7 | MCOLN3 | SLC30A3 |
| EBP | MFGE8 | SREBF2 |
| FDFT1 | MOSPD1 | TM4SF19 |
| FDPS | MROH1 | TMEM170B |
| FDPSP2 | MSMO1 | TOLLIP |
| FGFR1 | MVD | TP53INP1 |
| FLCN | MXD1 | TP53INP2 |
| FNIP2 | NAGK | TPM1 |
| GDF15 | NCR3LG1 | TPP1 |
| GNPDA1 | NDRG1 | UAP1L1 |
| GPNMB | NDRG4 | UCA1 |
| HDAC11 | NEURL3 | UPP1 |
| HK2 | NPC2 | VAT1 |
| HKDC1 | NT5DC4 |  |

How the deposited data were processed for this re-analysis (not part of the article)

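The gene expression of MIA PaCa-2 and KP-2 was measured after 48 h with Az (20 µM by the legend of Fig. 4A) or H2O, with 1 array for each of the 4 conditions. Samples were assigned to conditions from their labels and that legend, which give the same cell lines, treatments and time.

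The authors labeled RNA with Cy3, hybridized it to Agilent SurePrint G3 Human Gene Expression 8 x 60K arrays of version 3 and read the arrays with Feature Extraction 10.7.1.1. The values they deposited for each array are intensities of spots on a linear scale. The processed signal among them is corrected for background by Feature Extraction and not scaled between arrays, and the mean signal and local background are not corrected. Positions in these outputs are on hg19. The authors also deposited a table of processed intensity values of the same arrays, for which the text names no processing. Each of its columns had a Spearman's rho of at least 0.999992 with its own array and at most 0.9197 with another array. After the medians were aligned, each column differed by at most 0.00693 log2 units from quantile-normalized processed signals for nearly all probes. A small share of probes differed by more.

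From the deposited intensities, control spots and spots marked as outliers (58 to 91 per array) were left out, and 58186 probes remained. Log2 of the processed signal was taken relative to the 75th percentile of each array over non-control probes. Spots of the same probe were averaged. Of these probes, 56680 carry a gene name in the files and 1506 do not. They name 41802 genes, of which 10964 have several probes. A gene was represented by its probe with the highest mean over the 4 arrays. It entered a comparison when this probe was well above background on at least 1 array of the cell line. Where the probe was dim on the other array, the ratio is a bound against the higher of its own signal and the lowest signal well above background there. A gene was called at 2-fold or more. The number of genes called in both cell lines was set beside 10000 random draws matched in 10 bins of mean signal.

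With 1 array per condition, no p-value was computed within a cell line. Gene lists were described by the percentile of their median among 10000 random lists matched in the same bins. The 11 lists were cholesterol biosynthesis, other SREBP targets, LXR targets, lysosomal and TFEB targets, amino sugar metabolism, ATF4 stress response, ER chaperones, interferon-stimulated genes, the MHC-I pathway of Table S1, hypoxia and glycolysis, and cell cycle. Across the cell lines, limma 3.58.1 was fitted with cell line as a term and Benjamini-Hochberg adjustment at 0.05. This leaves 1 residual degree of freedom, and the spread is the difference in response between the cell lines. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3 were used.

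The main settings, the gene lists, the genes to be named and 14 alternatives were chosen before the data were examined. The 10 lists other than cholesterol biosynthesis were written after the paper and its Table S2 had been read. Table S2 was drawn from these same arrays, so the choice of these lists is not independent of them. The genes named are SREBF2, MSMO1, DHCR7, HRH1, the human genes of Table S1, up to 5 genes called in both cell lines in each direction with the largest change in the cell line that changed less, the other genes of the cholesterol biosynthesis list and any gene whose result calls for a closer look. The values of a few genes of these lists are not reported here. The alternatives are normexp background correction with an offset of 50, quantile normalization, median scaling, the authors' processed values, a stricter and no filter on dim probes, thresholds of 1.5-fold and 3-fold, an intensity-dependent Z score of at least 2 over the 500 nearest probes together with 1.5-fold, the mean over the probes of a gene, any probe of a gene, limma without the cell line term, limma with an intensity trend, and each cell line alone. After seeing the data, 4 more were added. Because fewer than 50% of the probes were well above background, the 75th percentile over detected probes was tried. Probes with a spot more than 5 log2 units brighter on 1 array than on the others were left out in another. The Z score was also combined with any probe of a gene, on the signals and on the authors' processed values, and both of these were added after their counts were seen.

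Median SDs of 0.0548 to 0.0602 log2 units among 10 spots of the same probe give the precision within an array for probes well above background. The error model of Feature Extraction assigns about 0.2 log2 units to the ratio of bright spots. Neither covers the difference between cultures, which the arrays do not measure. The steps were tested on simulated data of 16310 genes with the mean signals and Feature Extraction errors of these arrays, with 200 bright genes changed by 1.5 log2 units in both cell lines. For calls in both cell lines, the 2-fold rule recovered 97.5% of the 200 genes and called 1 other gene, and the Z score recovered 99.5% and called 1 other. For the comparison over both cell lines, limma recovered all 200 genes and called 111 others, a larger share of false calls than the adjusted threshold allows. For the lists in MIA PaCa-2, 2 of 100 unshifted lists of 20 genes lay above the 95 percentile, and 20 of 20 lists shifted by 0.5 log2 units lay above the 99 percentile. The simulated arrays held no difference between cultures and the same change in both cell lines. They therefore show that the steps work under spot error, and give no error rate for the real arrays. The unshifted lists came from the same genes as their random lists, so few high percentiles follow by construction.

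Enrichment by Metascape was not repeated, because its gene sets were not used here. The RT-PCR, protein and flow cytometry measurements and the cells with HRH1 knockdown are not part of these arrays and were not analysed here.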

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

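The tests of Table S2 genes, of errors that differ from gene to gene, of the median of other probes, of culture differences, of a mark on the array and of the scaling for the other SREBP targets, the ATF4, hypoxia and cell cycle lists and SIRT4 were chosen only after the result was seen.

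The paper discusses cholesterol biosynthesis on these arrays, and the 13 other SREBP targets, a list without the synthesis genes, also stood out. Their median log2 ratio with Az was 0.44 in MIA PaCa-2 and 0.68 in KP-2. Under the scaling or background correction that brought it closest to random lists, the median was still at the 99.99 percentile, and with the median ratio of probes of like GC content taken off it was at the 100 percentile. These values argue against both as the whole cause. A difference between the cultures other than Az was not tested, because each condition has 1 array. As a hypothesis, Az may raise SREBP targets beyond cholesterol synthesis.

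The 50 lysosomal and TFEB target genes, which the paper does not discuss, had medians of 0.50 in MIA PaCa-2 and 0.28 in KP-2, with 46 and 40 genes above 0. Their median stayed at the 100 percentile of random lists with normexp and with quantile normalization, and at the 100 percentile after the GC correction. Table S2 holds 12 of these genes, and without them the median of the other 38 genes was 0.41 and 0.18, at the 100 percentile in both cell lines. The list was written after Table S2 had been read, so the choice of this theme is not independent of these arrays. The number of genes above 0 was at the 100 percentile of random lists, against errors of single probes that differ from gene to gene. Of the other probes of these genes, 10 of 13 (76.9%) were higher with Az in MIA PaCa-2 and 10 of 12 (83.3%) in KP-2, so a mark of 80% in each cell line, set first, was missed in MIA PaCa-2. Their median log2 ratios were 0.40 and 0.36, at the 99.97 and 99.98 percentiles of random other probes matched on mean signal. These probes belong to 11 and 10 genes, and with 1 value per gene the percentiles were 99.81 and 100, which argues against a single unreliable probe per gene as the whole cause. The remaining genes have no other probe past the filter to compare. A difference between the cultures other than Az was not tested and stays open. A response of lysosomal genes to Az may explain the pattern, as a hypothesis.

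The 23 ATF4 stress response genes had medians of 0.25 in MIA PaCa-2 and 0.28 in KP-2. The lowest percentile was 100 with normexp and with quantile normalization, and 99.98 after the GC correction. This argues against background correction, scaling that depends on intensity or GC content as the whole cause. The 26 hypoxia and glycolysis genes had a median of 0.16 in KP-2. It was at the 100 percentile with normexp, with quantile normalization and after the GC correction. Culture differences other than Az, such as cell density, were not measured and stay open for both lists.

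The 33 cell cycle genes were lower with Az, with medians of -0.34 in MIA PaCa-2 and -0.22 in KP-2. Over the scalings and background corrections the percentile nearest the middle was 0.01, and after the GC correction it was 0, so neither is the whole cause. Slower division with Az and a difference in the density of the cultures were not tested and both stay open.

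In MIA PaCa-2 alone, 26 interferon-stimulated genes had a median of 0.67 and 15 ER chaperones a median of -0.68. The difference from KP-2 was not tested. The interferon-stimulated list was at the 100 percentile with normexp and with quantile normalization, and at the 100 percentile after the GC correction. The ER chaperones were at the 0 percentile in all of these checks. A difference between the 2 cultures or arrays other than Az cannot be told apart from an effect of Az for either list, because there is 1 array per condition and the pattern is in 1 cell line. Effects of Az that occur in MIA PaCa-2 only stay open as well.

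SIRT4 was called lower in MIA PaCa-2 (log2 ratio -1.15) and higher in KP-2 (1.06), and the difference was not tested. Its ratio in KP-2 was 0.28 with normexp background correction, so scaling or background correction of the arrays may account for its place past 2-fold. The signs held over the 5 scaling and background alternatives. No biological explanation was tested.

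The noncoding transcript lnc-RXRA-1, which is not in Table S2, led the genes called higher in both cell lines by the change in the cell line that changed less, with a log2 ratio of 2.92 in MIA PaCa-2 and of at least 3.28 in KP-2. Over the scaling and background alternatives its lowest ratio was 1.01, with normexp in MIA PaCa-2, just past 2-fold. Its direction and its call therefore held, while its size depended on the background correction. It has 1 probe, and a culture difference other than Az was not tested.

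On the array of MIA PaCa-2 with H2O, 19 spots were more than 5 log2 units brighter than on each other array, against 6, 1 and 3 such spots on the others. A local mark on the surface of the array would place these spots close together. Their median distance to the nearest other such spot was 1 row or column, where random spots had a median of 26 and a lowest value of 7, and 15 of the 19 lay within 3. If they came from transcripts present in that culture alone, other probes of the same genes would be brighter there too. Among 9 other probes of 8 genes, 0 were at least 2-fold brighter, although only 1 of the 9 was well above background. A mark on the array is the candidate explanation, and 7 lower calls in MIA PaCa-2 rest on these spots. The 5 higher calls in MIA PaCa-2 that rest on such a spot come from the array with Az, where the 6 spots were not closer together than random spots (median distance 32.5, at the 13.42 percentile).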

How the results depend on the processing

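The 75th percentile over detected probes, the comparison without the bright spots and both settings that combine the Z score with any probe of a gene were chosen only after the result was seen.

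All 16 settings for calling genes gave more higher than lower calls in each cell line. Counts of calls moved by more than 1.5 times under most choices of threshold and filter. With normexp background correction, 79 genes were higher and 28 lower in MIA PaCa-2, 36 and 10 in KP-2, and 4 and 0 in both. The offset of normexp shrinks the ratios of dim probes by construction. Without a filter on dim probes there were 2577 and 1747 calls in MIA PaCa-2, 2188 and 1640 in KP-2, and 291 and 158 in both, and the correlation across genes fell to 0.0546. With probes required to be well above background on both arrays, 116 genes were lower in MIA PaCa-2 and 75 in KP-2, and 17 were higher and 1 lower in both. At 1.5-fold there were 1287 and 1070 calls in MIA PaCa-2, 1015 and 768 in KP-2, and 170 and 85 in both. At 3-fold these were 69 and 18, 39 and 14, and 3 and 0. The intensity-dependent Z score called 303 genes lower in MIA PaCa-2, 467 higher and 310 lower in KP-2, and 85 higher and 18 lower in both, with 21 of the 27 genes called higher in both at 2-fold among the 85. Median scaling called 6 genes lower in both, and leaving out the bright spots called 1. With any probe of a gene, the Z score called 548 and 359 in MIA PaCa-2, 532 and 376 in KP-2, and 97 and 20 in both. On the authors' processed values it called 543 and 359, 559 and 359, and 102 and 21. The cause of these differences was not tested beyond the construction of each rule.

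The share of higher calls in KP-2 was 68.0% with the 75th percentile and 51.9% under median scaling, which moved the median of all genes there from -0.040 to -0.12. With normexp it was 78.3%. Other scalings moved the share by less than 10 percentage points in both cell lines.

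limma called 0 genes in either direction under all settings except the intensity trend, which called 65 higher and 6 lower and was not tested on simulated data. At an unadjusted p under 0.05, the setting as planned gave 661 higher and 721 lower. Median scaling gave 534 and 1083 at this p, and no filter on dim probes gave 2144 and 1176. Which direction held more genes therefore depended on the setting. Of the 65 genes, 55 are in Table S2, 10 are on the cholesterol biosynthesis list and 10 on the lysosomal list. Without the cell line term, 14 genes were higher and 15 lower at an unadjusted p under 0.05 and 0 after adjustment. In the setting with each cell line alone no limma test can be made, since no residual degree of freedom is left, and its ratios are those of each cell line.

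The median of the cholesterol biosynthesis list stayed above 0 in both cell lines under every setting run. In KP-2 it was 0.88 under quantile normalization, 0.74 under median scaling and 0.88 on the authors' processed values. The number of its genes called higher in both cell lines was 0 with normexp, median scaling, 3-fold and the 75th percentile over detected probes. Under quantile normalization and on the authors' processed values the gene called was DHCR7 in place of MSMO1. The number was 11 at 1.5-fold, 10 with the Z score, 10 with the Z score and any probe, and 11 with the latter on the authors' processed values.

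Over all 11 lists, cholesterol biosynthesis included, 169 of 198 medians under the alternatives stayed within 1 SD of random lists from the main value, and the others moved further. The sign differed from the main value in 9 of the 198, for the LXR and amino sugar lists in both cell lines and the MHC-I and interferon-stimulated lists in KP-2. Of these, only the amino sugar list in KP-2 lay outside 95% of random lists at first. With normexp the other SREBP targets fell to 0.31 in MIA PaCa-2 and 0.61 in KP-2, the lysosomal genes to 0.42 in MIA PaCa-2, the ATF4 genes to 0.18 in KP-2 and the interferon-stimulated genes to 0.37 in MIA PaCa-2. Under median scaling, all in KP-2, the medians were 0.61 for other SREBP targets, 0.20 for lysosomal, 0.21 for ATF4, -0.16 for ER chaperone, -0.063 for interferon-stimulated, -0.14 for MHC-I, 0.080 for hypoxia and glycolysis and -0.30 for cell cycle genes. The amino sugar list changed sign there, to -0.024. Its place among random lists was at the 99.29 percentile against 99.27 at the main setting. Median scaling shifts all genes of an array alike, so it cannot move this place. Quantile normalization gave 0.33 for lysosomal, 0.018 for MHC-I and 0.25 for hypoxia and glycolysis genes in KP-2. The authors' processed values gave 0.33, 0.018 and 0.24 for the same lists, and 0.32 for ATF4 genes in MIA PaCa-2. With the mean over the probes of a gene, the other SREBP targets were at 0.46, the lysosomal genes at 0.31 and the ER chaperones at -0.16 in KP-2, and the ER chaperones at -0.78 in MIA PaCa-2. Without a filter the ATF4 genes were at 0.22 in KP-2. The cause was not tested for any of these. Of 663 values for named genes, 642 stayed within the Feature Extraction error of the main value, 21 moved further and 0 of those called changed sign.

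Signal over background limits the lower end. Between 38.8% and 41.6% of the probes were well above background, and 10 of the 27 genes called higher in both cell lines have a bound in at least 1 of them.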

Differences from the paper's values

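The settings that combine the Z score with any probe of a gene were chosen only after the result was seen, and 16 settings for calling genes were run in all.

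The paper reports 92 genes higher with Az in both cell lines, and 27 were called here. It reports 20 lower in both, and 2 were called here. Among the alternatives set before the data were examined, the intensity-dependent Z score gave 85 and 18, within 1.5 times of the paper's counts, and each of the others that give these counts lay more than 1.5 times below or above the paper's in both directions, up to 291 and 158 without a filter on dim probes. The Z score with any probe of a gene gave 97 and 20, and the same on the authors' processed values gave 102 and 21, and both were chosen after seeing the values.

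For each cell line, Fig. 4A shows about 520 genes higher and about 340 lower in MIA PaCa-2, and about 610 higher and about 360 lower in KP-2, read by eye. The counts here were 341 and 177 in MIA PaCa-2, and 253 and 119 in KP-2. Of the alternatives set before the data were examined, the Z score came within 1.5 times of all 4 counts, with 484, 303, 467 and 310. Any probe of a gene came within 1.5 times for the higher genes of MIA PaCa-2 only, with 423, and the others for none of the 4. The Z score with any probe of a gene, chosen after seeing the values, gave 548, 359, 532 and 376, and on the authors' processed values it gave 543, 359, 559 and 359.

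By RT-PCR, Fig. 4B shows Az over H2O of about 2.7-fold for SREBF2, about 9.3-fold for MSMO1 and about 4.5-fold for DHCR7 in MIA PaCa-2, read by eye. The arrays gave 1.66-fold, 2.02-fold and 1.97-fold. In KP-2, Fig. 4B shows about 3.1-fold, about 6.1-fold and about 7.2-fold, and the arrays gave 1.61-fold, 2.60-fold and 2.08-fold. None of the settings run brought any of these 6 values within 1.5 times of the paper's. The methods differ, and both gave higher levels with Az.

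The paper places SREBF2 and DHCR7 among its genes higher in both cell lines. At 2-fold neither was called in both. SREBF2 was called in both at 1.5-fold and by the Z score, and by both settings with any probe that were chosen after seeing the values. DHCR7 was called under the same settings and also at 2-fold with quantile normalization and with the authors' processed values. MSMO1, which the paper also places there, was called in both at 2-fold. It was not called in both by the Z score, by the Z score with any probe, with normexp, quantile normalization, median scaling, the authors' processed values, 3-fold or the 75th percentile over detected probes.

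By RT-PCR the paper finds higher CANX, TAP1 and TAP2 transcripts with Az (Fig. S3G). On the arrays CANX had log2 ratios of -0.24 in MIA PaCa-2 and -0.20 in KP-2, and TAP2 of -0.073 and -0.095. TAP1 was higher in both, with 0.38 and 0.15. The signs of these 3 genes held under each scaling and background correction. The ratios of TAP2 in both cell lines and of CANX and TAP1 in KP-2 are within the Feature Extraction error of about 0.2 log2 units. The other CANX probe had -0.52 in MIA PaCa-2 and 0.047 in KP-2.

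The paper sets the rise of the cholesterol biosynthesis pathway above that of other pathways. Its ranking is by the enrichment of genes raised in both cell lines, and medians of lists in each cell line are an unlike measure. Over the 11 lists cholesterol biosynthesis had the highest median in KP-2, whereas in MIA PaCa-2 the interferon-stimulated genes had 0.67 against 0.62. With the ratios of each gene averaged over both cell lines, the medians were 0.74 for cholesterol biosynthesis and 0.35 for interferon-stimulated genes. Of the alternatives set before the data were examined, normexp and no filter on dim probes placed the cholesterol biosynthesis list first in MIA PaCa-2 too, with 0.57 against 0.37 and 0.62 against 0.60.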

Other observations

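The tests of errors that differ from gene to gene, of other probes, of Table S2 genes, of HLA and TAP transcripts against the interferon-stimulated list and of CALR and PDIA3 against the ER chaperones were chosen only after the result was seen.

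The rise of the cholesterol biosynthesis list was weighed against technical explanations. Its median stayed at the 100 percentile of random lists in both cell lines over 5 scaling and background alternatives and at the 100 percentile after correction for the GC content of the probes, which argues against either as the whole cause. The number of its genes above 0 was at the 99.95 percentile in MIA PaCa-2, against errors of single probes that differ from gene to gene. A general ATF4 stress response stays open as a contribution. The ATF4 list was itself above all random lists in both cell lines, although its median was at most 0.28 at the main setting. How far such a response would move either list was not measured, so the smaller median does not decide. Over the alternatives the median of the ATF4 list reached 0.32 in MIA PaCa-2, on the authors' processed values. The cholesterol biosynthesis list was at 0.61 there. Only 2 genes of the list have other probes past the filter, HSD17B7 with 3 and LSS with 1. The probe that represents HSD17B7 was lower in MIA PaCa-2 (-0.28), where its other probes lay between -0.65 and 0.023, so of the genes that rose there only LSS (0.23, and 0.58 for its other probe) could be compared. In KP-2 the other probes of both genes were higher with Az, between 0.56 and 1.12. For each gene that rose and has no other probe past the filter, a single unreliable probe cannot be told apart from a change of the transcript, although errors of this kind without a shared direction would not give the number of genes above 0. The 11 genes of the list outside Table S2 had medians of 0.16 in MIA PaCa-2, at the 95.05 percentile, and 0.59 in KP-2, at the 100 percentile. A few genes that Table S2 already lists cannot be told apart from a rise of the whole list in MIA PaCa-2, since leaving out genes chosen for their change lowers the median by itself. A rise of sterol synthesis transcripts with Az may underlie the pattern, as a hypothesis.

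Of the transcripts of the MHC-I pathway in Table S1, NLRC5 in KP-2 was the only one past 2-fold, and with normexp background correction it was not (0.35). In MIA PaCa-2 the log2 ratios were 0.45 for HLA-B, 0.60 for HLA-C, 0.53 for B2M, 0.55 for TAPBP (0.30 as the mean over its probes) and 0.10 for NLRC5. In KP-2 NLRC5 had 1.31 and TAPBP 0.19, while HLA-B (0.057), HLA-C (-0.047) and B2M (-0.041) lay near 0, with signs that change with the scaling. CALR (-0.72), PDIA3 (-0.77), ERAP1 (-0.31), SEC61B (-0.32) and SEC61G (-0.32) were lower in MIA PaCa-2. In KP-2 the same genes lay between -0.25 and -0.061, where the sign of CALR changes with the scaling. BCAP31 had 0.12 and -0.13. The probe that represents HLA-C lies in the files over 41 bases of the position of the HLA-B probe, so its value may not be that of HLA-C alone. The other HLA-C probe had log2 ratios of 0.68 in MIA PaCa-2 and -0.011 in KP-2. HRH1 itself had 0.50 in MIA PaCa-2, which was 0.17 with normexp and then within its Feature Extraction error of 0.316, and -0.29 in KP-2.

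An interferon response was tested as an explanation for MHC-I transcripts in both cell lines, and it would raise the interferon-stimulated list in both. In KP-2 that list was at the 78.48 percentile, but the MHC-I list was not raised there either, so this test does not decide. In MIA PaCa-2, where HLA-B, HLA-C, B2M, TAP1 and TAPBP were raised further than in KP-2, the list without PSMB8 and PSMB9 had a median of 0.66, at the 100 percentile, against 0.0035 in KP-2, at the 71.06 percentile. These values are consistent with an interferon response in MIA PaCa-2 as a candidate explanation. The difference between the cell lines was not tested, and a difference between cultures other than Az stays open.

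CALR and PDIA3 are not on the ER chaperone list, and that list was below all random lists in MIA PaCa-2 and at the 47.86 percentile in KP-2. Its place in KP-2 depended on the processing. It was at the 48.47 percentile with normexp, 19.05 with quantile normalization and 6.485 with the mean over the probes of a gene. Their lower levels in MIA PaCa-2 may belong to lower ER chaperone transcripts in that culture, as a hypothesis. Whether Az or another difference between the cultures lowered them cannot be told apart, because there is 1 array per condition.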
